# Strigolactone analogues induce apoptosis through activation of p38 and the stress response pathway in cancer cell lines and in conditionally reprogramed primary prostate cancer cells.

**DOI:** 10.18632/oncotarget.1849

**Published:** 2014-04-02

**Authors:** Claire B Pollock, Sara McDonough, Victor S. Wang, Hyojung Lee, Lymor Ringer, Xin Li, Cristina Prandi, Richard J. Lee, Adam S. Feldman, Hinanit Koltai, Yoram Kapulnik, Olga C Rodriguez, Richard Schlegel, Christopher Albanese, Ronit I. Yarden

**Keywords:** Plant hormone, cell cycle arrest, apoptosis, stress response, p38-MAPK

## Abstract

Strigolactones are a novel class of plant hormones produced in roots and regulate shoot and root development. We have previously shown that synthetic strigolactone analogues potently inhibit growth of breast cancer cells and breast cancer stem cells. Here we show that strigolactone analogues inhibit the growth and survival of an array of cancer-derived cell lines representing solid and non-solid cancer cells including: prostate, colon, lung, melanoma, osteosarcoma and leukemic cell lines, while normal cells were minimally affected. Treatment of cancer cells with strigolactone analogues was hallmarked by activation of the stress-related MAPKs: p38 and JNK and induction of stress-related genes; cell cycle arrest and apoptosis evident by increased percentages of cells in the sub-G1 fraction and Annexin V staining. In addition, we tested the response of patient-matched conditionally reprogrammed primary prostate normal and cancer cells. The tumor cells exhibited significantly higher sensitivity to the two most potent SL analogues with increased apoptosis confirmed by PARP1 cleavage compared to their normal counterpart cells. Thus, Strigolactone analogues are promising candidates for anticancer therapy by their ability to specifically induce cell cycle arrest, cellular stress and apoptosis in tumor cells with minimal effects on growth and survival of normal cells.

## INTRODUCTION

The strigolactones (SLs) are members of a class of plant hormones that control shoot branching architecture by inhibiting growth and self renewal of axillary meristem cells [1, 2]. We have recently shown that strigolactone analogues induce growth arrest and apoptosis in breast cancer cell lines [3], thereby adding the SLs to the list of plant-derived effective anti-cancer agents that are being assessed for their ability to inhibit the growth and survival of human cancer cell lines [4-6] [7, 8] [9, 10].

The p38 MAPK is a member of the conserved MAPK family of dual serine-theronine kinases that respond to variety of internal and external stimuli. The p38-MAPK pathway is comprised of four genes; α, β, γ, δ with p38α being the most abundant isoform [11]. p38α responds to many stress stimuli including reactive oxygen species, UV irradiation, hypoxia, and pro- inflammatory cytokines. Considerable data imply that P38α functions as a tumor suppressor, inducing cell cycle arrest, differentiation and apoptosis [11, 12]. Mutations in (p38α) were identified by massive parallel sequencing in human tumors [11, 13] and xenografts of cells deficient in p38α signaling exhibited higher tumor burden than their wild type counterparts [14-17]. Furthermore, p38 was found to be a marker for tumor dormancy and as an inhibitor of self-renewal [18]. Conversely, recent reports have suggested that p38α is involved in cell survival and increased invasion in prostate cancer cells and other advanced tumor types [19-21], suggesting an addiction to p38 MAPK activity that was correlated with poor prognosis [22]. Thus, the role and function of p38 in tumorigenesis is complex and may be tissue and context dependent.

The Jun N-terminal Kinase (JNK) pathway also plays a major role in cellular stress response. JNK1 and JNK2 are the most abundantly expressed isoforms of the JNK family. JNK1/2 exert their effects via regulation of multiple target genes that contain binding sites for the transcription factor, AP1 (JUN-FOS)[11, 23]. As with p38, JNK1/2 have been described as either negative or positive regulators of cell growth and have been associated with both pro-apoptotic and pro-survival activities. Recent studies have found that JNK activation enhanced chemotherapy-induced apoptosis in multiple cancer cells [11], while in prostate cancer, especially in tumors that harbor mutations in PTEN, activated JNK1/2 supports proliferation and survival [23, 24]. Collectively it appears that the type of response depends on intensity and duration of the signals as well as cell type.

Mechanistically, the JNK and p38 MAPK pathways share several upstream regulators and there is evidence of cooperation and synergy between downstream targets such as HSP27, HSP70 and FOXO4 [25, 26]. Perhaps one reason for overexpression and constitutive activation of the stressed-related pathways in prostate and other types of advanced tumors is the constant insults present in the cancer cell per se including enhanced DNA damage and accumulation of reactive oxygen species [27].

Our previous work had found that the growth arrest and apoptosis induced by SL analogues in breast cancer cell lines occur in part through the activation of the stress activated MAPKs, p38 and JNK1/2 and reductions in ERK1/2 and AKT activity. Here we further define the mechanisms of action, as well as the overall applicability of SLs as cancer therapeutics. We show that strigolactone analogues changes the genomic landscape of cells and despite cells addiction to stress signaling, SL are capable of eliciting a significant stress response including induction of multiple heat shock proteins, phosphorylation of p38MAPK and JNK1/2 and induction of their targets such as HSP27, HSP70 and FOXO4 [25, 26]. In addition, we employed the new cell culture technology of conditionally reprogrammed primary cells (CRCs) that were established from patient-matched prostate normal and tumor tissues. The reprogrammed cells can grow indefinitely in the presence of irradiated feeder cells and ROCK inhibitor and can model individual patient responses [28, 29].

Prostate tumor CRCs, are significantly more sensitive to SLs than their patient-matched normal CRCs. Together, we show that SL analogues produce their cytotoxic effect in part through activating p38 MAPK and a prolonged stress response in both transformed cell lines and in patient-derived CRCs.

## RESULTS

### Strigolactone analogues are effective growth inhibitors of a diverse range of cancer derived cell lines

To determine whether synthetic SL analogues inhibit the proliferation of cell lines derived from different types of cancers, a diverse cohort of human cancer lines was collected comprising prostate, colon, lung, osteosarcoma, and leukemia derived lines. Cancer cell lines and BJ normal fibroblast cells were treated with each SL analogue at a dose range of 1 to 20 ppm (equivalent to 2-60 μM; Figure 1, Figure S1A and Table 1). After 3 days, XTT cell proliferation assays were carried out and the changes in proliferation and cell survival and are presented as a percent of vehicle controls. All five SL analogues (EG5, EG9c, ST357, ST362 and MEB55) inhibited cancer cell growth albeit to varying degrees. In general, ST362 and MEB55 were the most potent inhibitors with the concentrations required to achieve 50% inhibition of cell viability (IC_50_) at day 3 of treatment ranging from 2.8 ppm to 12.8 ppm. EG5, EG9c and ST357 were less potent inhibitors of prostate, colon and lung cancer cell growth with IC_50_ values are mostly above 15 ppm. Interestingly the Osteosarcoma-derived line, U2OS exhibited a similar sensitivity to all SL analogues tested (IC_50_ = 2.7 to 4.5 ppm). None of the analogues tested-reached IC_50_ values in concentrations of up to 20 ppm in non-transformed BJ fibroblast cells (Figure 1). Table 1 summarizes the IC_50_ values for each cell line.

**Figure 1:**
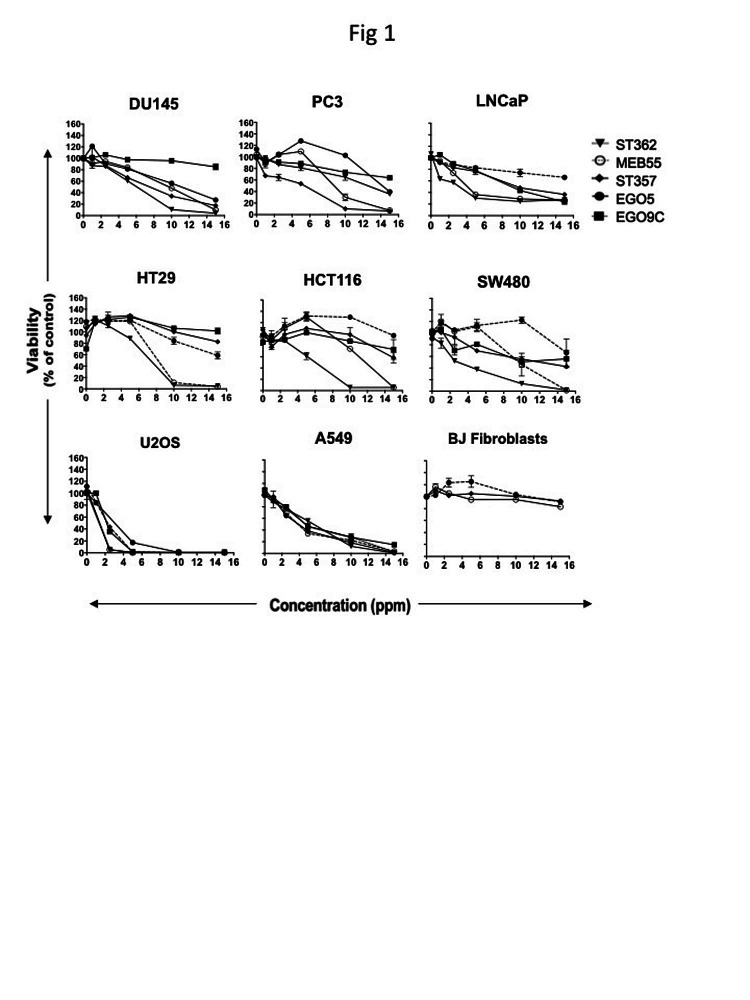
Strigolactone analogues induce cell death in human cancer cell lines. A. Cancer cell lines from the prostate; LNCaP, DU145 and PC3, Colon; HT29, HCT116 SW480, Osteosarcoma; U2OS and Lung; A549, as well as the normal BJ fibroblast cell line were seeded into 96 well plates in normal growing media. The following day media was replaced with phenol red-free DMEM supplemented with 10% charcoal stripped serum and the indicated doses of Strigolactone analogues (four replicates for each treatment group or vehicle control). Cell viability was assayed by XTT after 3 days. Graphs are representative of the mean ± standard deviations (SD) of two independent experiments.

**Table 1:** The inhibitory concentrations (IC50) of Strigolactone analogues for cancer cells. Mean values are derived from 4 replicates of at least two independent experiments. The conversion between PPM and molarity is given for each analogue.

Tumor Cell Lines	IC50 (ppm) at 72 h				
	EG5 1ppm= 2.3 μM	EG9C 1ppm=3.2 μM	ST357 1 ppm=2.5 μM	ST362 1 ppm=2.0 μM	MEB55 1 ppm = 3.1 μM
Prostate PC3 DU145 LNCaP	>15 13 >15	>15 >15 11.5	5.0 8.5 11.4	10.3 7.5 2.5	8.8 10.8 2.99
Colon HT-29 HCT116 SW480	>15 >15 >15	>15 >15 >15	>15 >15 >15	7.3 5.2 2.9	8.2 10.4 9.7
Lung A549	4.7	15.5	4.9	5.2	5.1
Osteosarcoma U20S	3.9	4.5	4.5	2.8	2.7
Non-tumor cells BJ Fibroblasts	ND	>20	>20	ND	>20

### Strigolactone analogues inhibit cyclin B expression and induce a G2/M cell cycle arrest

To assess the effect of SL treatment on the cell cycle, HCT116 (colon) and DU145 (prostate) cancer cells were treated with the SL analogues ST357, ST362 and MEB55 (chosen for their lower IC_50_ doses, see Table 1) for 48 hrs and cell cycle distribution was analyzed by flow cytometry following propidium iodide (PI) staining (Figure 2A). SL treatments induced significant increases in the proportion of cells in the G2/M phase and a concomitant decrease in the G1 fraction (p<0.0001) in all conditions studied with the exception of DU145 cells treated with 10 ppm of ST357 (p≤0.28). In addition, increased percentages of cells in the sub-G1 fraction were observed, indicating increased apoptosis (Figure 2A) (p< 0.0001). SLs treatment had similar effect on additional cancer lines (Figure S2).

Histone H3 phosphorylation on serine 10 (H3pS10) was used as a marker to distinguish between G2 and M arrest following SL treatment [30]. A reduction in the mitotic fraction in HCT116 cells from 2.7% in untreated cells to 0.9% and 0.3% in cells treated with 7.5 ppm ST362 and MEB55 respectively indicate that cells arrest at the G2 rather than the M fraction of the cell cycle (Figure 2B).

Cell cycle progression from G2 to mitosis is dependent on the timely accumulation and activation of the Cyclin B1/ Cdk1 complex [31]. Dephosphorylation of Cdk1 at threonine 14 is a critical step for the complex activation. Cyclin B1 levels are significantly decreased following 24 hrs of SL treatment in DU145 (Figure 2C) and HCT116 (Figure 2D) and so is the expression level of Cdc25C, the phosphatase responsible for Cdk1 dephosphorylation and activation (Figure 2C). However, no changes in protein levels or Cdk1 phosphorylation status at Thr14 were noted.

Cyclin B1 levels are regulated by several mechanisms including transcription and post-translational modifications that alter its stability. Quantitative Real-time PCR (qRT-PCR) revealed a two-fold or more decrease in cyclin B1 mRNA in HCT116 and DU145 respectively, following treatment with 10 ppm of MEB55 compared to vehicle controls (Figure 2D). We also found that SL analogues regulated cyclin B1 protein stability. Proteasome inhibition with ALLN for 4 or 8 hrs following 24 hrs exposure of DU145 cells to MEB55 or ST362 induced a partial rescue (ST362; 2 fold, MEB55; 1.3 fold) of cyclin B1 protein levels (Figure 2F). Taken together, SL analogues regulate cyclin B1 in part by reduced mRNA synthesis and in part by enhanced protein degradation and employ alternative mechanisms to induce G2 arrest.

**Figure 2:**
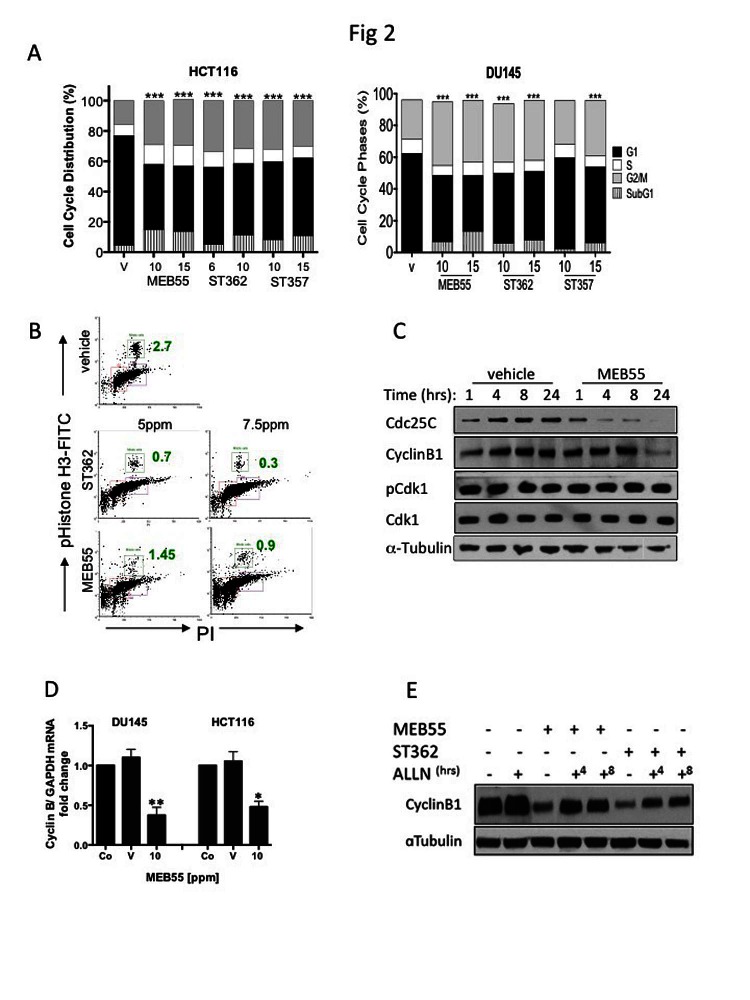
Effects of SL analogues on cell cycle regulation. A, The cell cycle distribution of HCT116 colon cancer and DU145 prostate cancer cells treated with the indicated doses of strigolactone analogues for 48 hr was analyzed by flow cytometry. Bar graphs represent mean ±SD of at least two experiments. *** P<0.001 as analyzed by Student *t-*test. B. The percent of treated HCT116 cells in M phase (green boxes and numbers) as assessed by FACS analysis of phospho-Ser10 Histone-H3 (vertical) versus DNA content (horizontal) is shown. The cells were treated with 5.0 or 7.5 ppm of either ST357 (middle panels or MEB55 (lower panels) and harvested after 48 hr. Immunoblot analyses of cell cycle regulatory proteins. DU145 cells were treated with 10 ppm of MEB or vehicle alone for the indicated times and the levels of cyclin B, Cdc25C, Cdk1 and Thr14-Cdk1 were determined. D. qRT-PCR for cyclin B1 mRNA expression in DU145 and HCT116 cells treated with vehicle or 10 ppm of MEB55. The experiment was repeated twice and graphs represent mean ± SD of triplicate wells from each experiment is shown vs. controls. * P<0.05, ** P<0.01 as analyzed by Student *t-*test. E. Cyclin B1 protein levels following proteasomal inhibition in DU145 cells treated with MEB55 or ST362. The cells were exposed to SLs for 24 hr prior and then treated with 10 mM ALLN for additional 4 (+^4^) or 8 (+^8^) hrs.

### SL treatment induces a non-reversible decrease in cell viability

Since SL prolonged the G2/M phase of the cell cycle and increased the accumulation of cells in the subG1 fraction (Figure 2A and 2B), dual staining with Annexin V, and PI was employed. Annexin V is a marker of early apoptosis, while PI only stains the chromatin of cells with compromised plasma membrane and therefore is a marker of late apoptosis. In HCT116 cells all five SL analogues increased the percentage of early (Annexin V+/PI-) and late (Annexin V+/PI+) apoptotic cells in a dose dependent manner (Figure 3A) and similar results were observed in two additional colon cancer cell lines, (SW480, HT29, Figure S2).

Interestingly, we found that the inhibitory and apoptotic effects of SL analogues are non-reversible, as DU145 cells treated with MEB55 for 48 hrs were not able to recover and re-enter the cell cycle following removal of the analogue and replacement of the growth media with fresh growth media without MEB55 for additional 24 hrs (24 hrs release). Cell cycle analysis showed that similar proportions of cells remained arrested at the G2/M checkpoint and there was no appreciable change in the subG1 fractions (Figure 3B).

The rapid non-reversible effect of ST357, ST362 or MEB55 on cell viability of HCT116, DU145 and U2OS cells was determined following exposure of cells for 1, 4, 8 or 24 hrs after which the different SLs were removed and media was replaced with fresh growth media for additional 48 hrs release. While a short 1 hr exposure to any of the SL analogues produced only a modest non-reversible decrease in cell viability in the three cell lines (Figure 3C-E), 4hrs exposure was sufficient to cause significant non-reversible reduction in cell viability as measured by XTT assays. U2OS cells exhibited the greatest sensitivity (Figure 3E) to SLs treatment, which correlates with the lower IC_50_ values in this cell line (Figure 1, Table 1). MEB55 was the most potent SL, and by 4 hrs treatments at the concentration of 10 ppm, only a small fraction of the cells remained viable (HCT116 18%; DU145 39% and U2OS 0% cells). As expected a further decrease in cell viability was observed when the three cell lines were exposed to SL for 8 hrs and 24 hrs.

**Figure 3:**
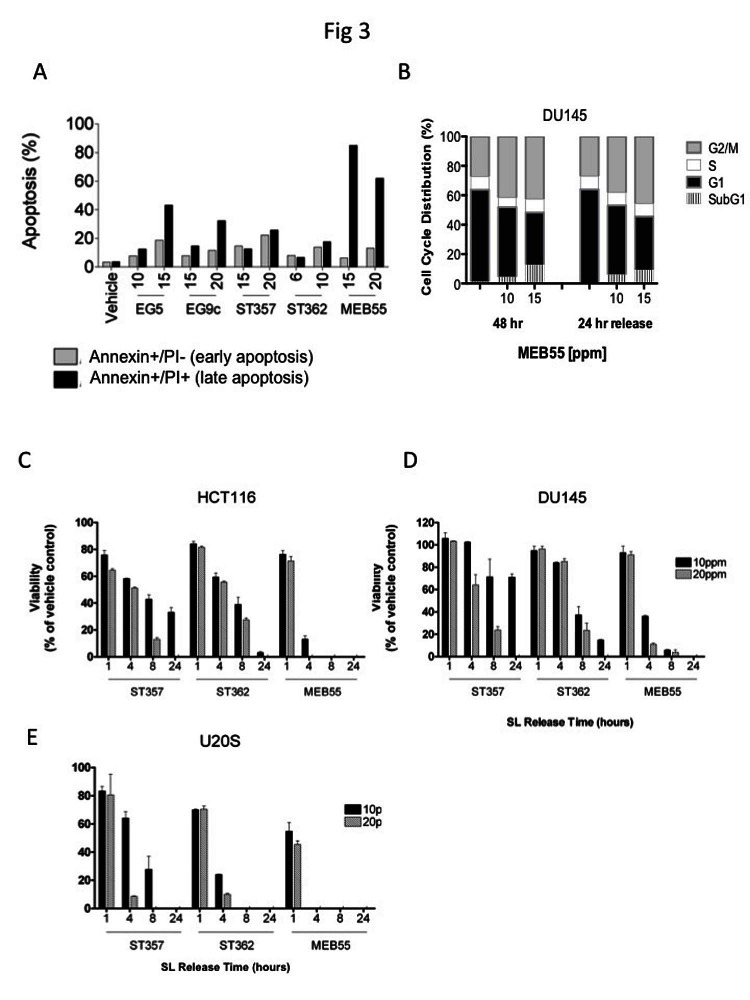
Strigolactone analogues induce cell death via apoptosis. A, HCT116 cells were treated with the indicated concentrations of SLs for 24 hr. Cells were co-stained with annexin-V and PI and analyzed by flow cytometry. The distribution of HCT116 cells in early (Annexin-/PI+, *gray bars*) and late (Annexin+/PI+, *black bars*) apoptosis following SL treatment. B. Cell cycle distribution of DU145 cells treated with the indicated doses of MEB55 for 48 hr, washed with PBS and overlaid with fresh media without SL for additional 24 hrs and analyzed by flow cytometry. C-E. Assay of SL reversibility in cells. HCT116 (C), DU145 (D) and U2OS (E) cells were treated with the indicated SLs for the indicated times, the cells were washed with PBS and overlaid with fresh DMEM containing 10% FBS minus SLs. Changes in cell viability were assessed by an XTT assay and are shown as mean ±SD of triplicate wells and expressed as percent of control.

### Strigolactone analogues induce stress response signaling and inhibit survival signaling

Members of the mitogen-activated protein kinases (MAPK) superfamily members play a pivotal role in cell survival and cell death. While ERK1/2 kinases are mostly involved in cell survival, the stress-related MAPK kinases, JNK1/2 and p38 elicit either pro- or anti apoptotic signals depending on signal intensity and tissue type [11]. Following treatment of DU145 cells with MEB55 for 1, 4, 8 or 24 hrs, the expression and phosphorylation of the three main arms of the MAPK family (Erk1/2; JNK1/2 and p38) were analyzed by immunoblotting (Figure 4A, Figure S4). p38 MAPK phosphorylation (pp38) was first evident at 4 hrs of SL treatment and remained elevated at 24 hrs. Phosphorylation of HSP27, a downstream target of p38 [25], on Ser82 was increased in a similar time-dependent manner as pp38 (Figure 4A). JNK1/2 displayed an acute and robust (15 fold increase) phosphorylation at 4 hrs, which decreased by 50% at 8 hrs and returned to basal levels at 24 hrs. In contrast, pERK1/2 levels were reduced 4 fold after 1 hr of treatment and decreased further between 4 and 8 hrs. The levels of another survival factor, phosphorylated AKT/PKB, were decreased 6 fold at 8 hrs and further decreased to undetectable levels at 24 hrs (Figure S4). While similar pattern of signaling activation was obtained in HCT116 cells (data not shown), in the non-immortalized ‘normal’ BJ fibroblast line (Figure 4B) that are resistant to synthetic SL analogue [3], pp38 levels remained largely unchanged and pERK1/2 levels were decreased only at 4 hrs.

We next tested whether activation of p38 stress-activated MAPK and/or JNK1/2 were required for SL induced growth inhibition and apoptotic induction. DU145 and U2OS cells were pre-treated with pharmacological inhibitors of p38 (SB203580) and JNK1/2 (SP600125) prior to the addition of MEB55. While SB203580 was able to completely block pHSP27 phosphorylation (Figure 4C), SP600125, only partially reduced the activation of JNK1/2 kinase (data not shown). Colony survival assays were performed in which U2OS cells were treated with 50 μM SB203580 for 2 hrs prior to being treated with varying doses of MEB55 for additional 4 hrs and then re-seeded in a limiting dilution to form colonies over 14 days. Treatment with SB203580 resulted in an incomplete but significant rescue of the SL inhibition of colony formation (Figure 4D), suggesting that both the p38/HSP27 axis and additional mechanisms are involved.

**Figure 4:**
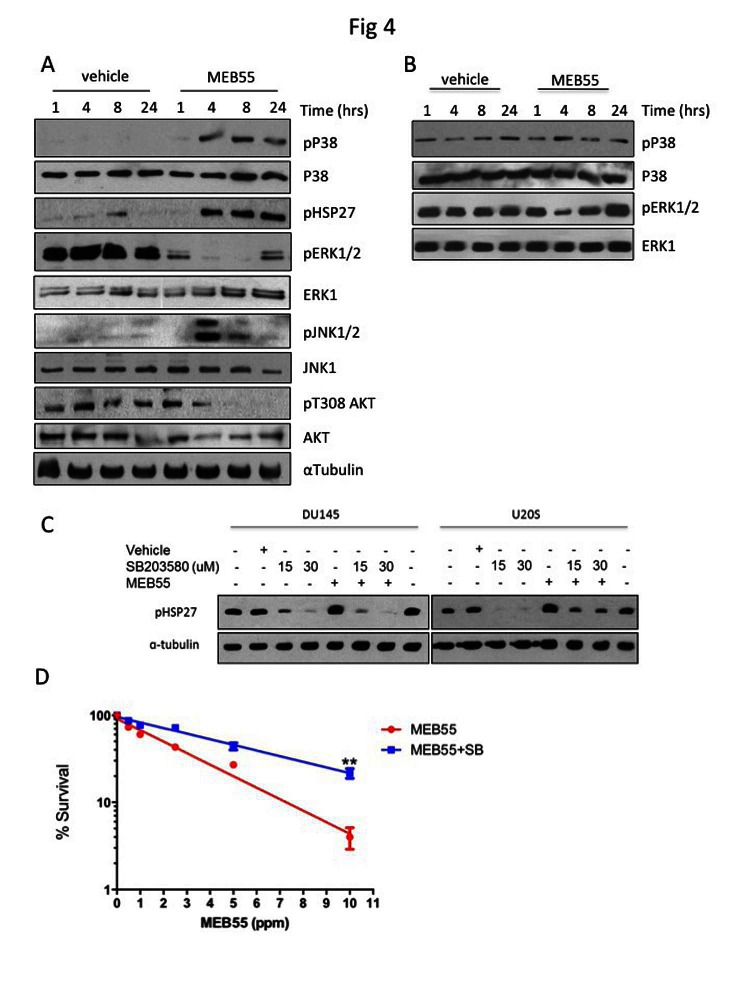
MEB55 modulates stress and survival signaling pathways. A. DU145 cells and B. BJ fibroblasts cells were treated with MEB55 (10 ppm) for the indicated times and resulting lysates were analyzed by immunoblot analysis with the indicated antibodies. C. DU145 and U2OS cells were pretreated for 1 hr with SB203580 at the indicated doses. After which time media was replaced with fresh media supplemented with SB203580 alone or in combination with MEB55 (DU145, 10 ppm; U2OS, 5 ppm). Cells were incubated for a further of 6 hrs and HSP27 phosphorylation was analyzed by immunoblotting. D. Colony survival of DU145 cells as measured after pre-treatment with 50 μM SB203580 for 2 hrs and then exposure to different concentrations of SL for additional 4 hrs. Cells were trypsinized, re-plated in triplicates and cultured for 14 days. SB203580 was replenished every other day. Colonies with >50 cells were counted. Results represent mean of nine replicates ±SD. **, P<0.01 as analyzed by linear regression and Student *t-*test.

### Strigolactone induced stress response transcriptional program

To assess the global transcriptomic effects of SL when growth inhibition and apoptosis of were initiated, U2OS cells were treated with 5 ppm of ST362 or MEB55 for either 6 (Figure 5) or 24 hrs (Supplementary Table 2) to permit early and late gene expression changes to be distinguished. 

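Gene expression was measured on 12 Illumina bead arrays of U2OS cells, a human osteosarcoma line. The arrays are labelled as 6 groups of 2 replicates: vehicle, ST362 or MEB55, each for 6 h or 24 h. Both analogues were given at 5 ppm, which by the conversions in Table 1 is 10 µM of ST362 and 15.5 µM of MEB55, so they were matched by mass and not by molarity. The values used are 47313 probe signals per array as the authors' GenomeStudio software gave them, with no background subtracted and no normalization, each with a detection p-value against the negative control probes. The median signal of an array was 80.7 to 90.4, and 42.7% to 47.4% of its probes were detected at p under 0.05. The 75th percentile of the signal was 149.3 on vehicle 6 h replicate 1 and 115.1 to 125.4 on the other arrays. Signals were background-corrected from the detection p-values (limma's neqc with an offset of 16), quantile normalized and expressed as log2. The 22186 probes detected on both arrays of at least 1 group were tested in 1 limma fit of the 6 groups, with Benjamini-Hochberg adjustment over all of them. They cover 12290 named genes, each read from its brightest tested probe, and a gene passed at an adjusted p under 0.05. The number of arrays, 2 per group, limits the precision of every value.

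Each of the 8 analogue arrays was closest, among the arrays of its analogue, to an array with the other time label. For ST362 at 6 h their log2 values correlated across probes at r = 0.977, while replicate 1 correlated at 0.986 with ST362 24 h replicate 2, and replicate 2 at 0.989 with ST362 24 h replicate 1. Of the MEB55 arrays, 6 h replicate 1 correlated at 0.987 with 24 h replicate 2, whereas the 2 arrays labelled 24 h correlated at 0.971. The vehicle arrays labelled 24 h were closest to each other (0.991), whereas those labelled 6 h correlated at 0.986 with each other and at 0.989 and 0.988 with a 24 h array. Probes are not independent replicates, so these values describe the arrays and carry no test. Levels are therefore also given array by array, as log2 minus the mean of the 4 vehicle arrays, in the order replicate 1, replicate 2. The 4 arrays of each analogue over both times were also compared with the 4 vehicle arrays in a limma fit of treatment only. Both of these readings were chosen after the data were seen. Averages over both times in the fit of 6 groups, looked at once, called 0 probes for ST362 and 3 for MEB55. The calls over both times thus depend on leaving the time label out of the fit.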

A marked stress response was observed after 6 hrs of SL exposure with elevated expression of heat shock proteins (HSPA6, HSPA7, HSP1A, HSP1B, HSPB8, HSPA1L, AHSA1) (Table 2, Figure 5) and stress-related transcription factors (ATF3, FOXO1 and DDIT3). 

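Heat shock genes were high on 1 of the 2 arrays in each analogue group. HSPA6, a stress-inducible chaperone of the HSP70 family, stood above the vehicle mean by 5.95 and 0.44 with ST362 at 6 h, 6.45 and 1.06 with MEB55 at 6 h, 0.20 and 6.51 with ST362 at 24 h, and 0.25 and 7.99 with MEB55 at 24 h (log2, replicates 1 and 2; vehicle SD 0.13, n = 4 arrays). On the arrays labelled ST362 6 h replicate 1, MEB55 6 h replicate 1, ST362 24 h replicate 2 and MEB55 24 h replicate 2, in that order, its relative HSPA7 stood at 4.24, 4.71, 4.60 and 6.62. On the same arrays HSPA1B, another inducible HSP70 gene, stood at 3.25, 3.60, 2.98 and 3.50, HSPA1A at 2.72, 2.84, 2.73 and 2.97, the small heat shock protein gene HSPB8 at 1.39, 1.73, 1.13 and 1.62 and HSPA1L at 1.70, 1.92, 0.98 and 1.80. On the other 4 analogue arrays these genes ranged from 0.15 to 0.38 (HSPA7), -0.93 to 0.12 (HSPA1B), -1.04 to 0.46 (HSPA1A), -0.28 to 0.15 (HSPB8) and -0.59 to 0.17 (HSPA1L). The stress-induced transcription factor ATF3 stood at 1.04 and 0.09 with ST362 at 6 h, 1.30 and -0.22 with MEB55 at 6 h, 0.71 and 0.45 with ST362 at 24 h, and -0.06 and 1.87 with MEB55 at 24 h (vehicle SD 0.54, n = 4 arrays), and FOXO1 between -0.05 and 0.80 on the 8 arrays (vehicle SD 0.16).

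In the labelled comparisons at 6 h no gene passed the test. HSPA6 had a log2 fold change of 3.13 (SE 2.77, adjusted p = 0.864) with ST362 and 3.69 (SE 2.77, adjusted p = 0.986) with MEB55 in limma. HSPA1B had 1.56 (SE 1.65, adjusted p = 0.888) and 1.39 (SE 1.65, adjusted p = 0.987), and HSPA1A 1.66 (SE 1.42, adjusted p = 0.863) and 1.08 (SE 1.42, adjusted p = 0.989). HSPA7 had log2 fold changes of 2.42 (adjusted p = 0.864) and 2.73 (adjusted p = 0.986), HSPB8 of 0.75 (adjusted p = 0.874) and 0.70 (adjusted p = 0.987), HSPA1L of 0.72 (adjusted p = 0.896) and 0.51 (adjusted p = 0.989), and FOXO1 of 0.52 (adjusted p = 0.847) and 0.30 (adjusted p = 0.986). HSPA6 and HSPA7, and HSPA1A and HSPA1B, are close in sequence, and signal shared between their probes was not tested. HSPA6 was detected on 2 of the 4 vehicle arrays, so its difference is measured from near background. AHSA1 is not analysed here.

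Of 29 measured heat shock and chaperone genes, listed before the data were examined, 0 passed the limma test in any of the 4 comparisons with vehicle; adjusted over the list alone, 0 and 0 were higher with ST362 and MEB55 at 6 h, and 1 and 0 at 24 h. As a group they were higher than other genes in all 4 comparisons by camera with a preset correlation, with median log2 fold changes of 0.39 and 0.36 for ST362 and MEB55 at 6 h (adjusted p = 0.0018 and 0.000267) and 0.56 and 0.58 at 24 h (adjusted p = 0.000892 and 9.27e-06). None of these calls held with an estimated correlation, where the adjusted p = 0.706, 0.63, 0.619 and 0.512. That correlation is estimated from the spread within the labelled groups. A joint difference of the heat shock genes between arrays of 1 label raises it and makes the test stricter. The group passed in 3 comparisons without ST362 6 h replicate 1, MEB55 6 h replicate 1, ST362 24 h replicate 2 or MEB55 24 h replicate 2. Over both times the member CRYAB was higher with MEB55 in limma (log2 fold change 1.67, SE 0.33, adjusted p = 0.0468). That call was lost in 11 of 12 fits without 1 array. Members at least 2-fold above every vehicle array numbered 9 and 1 with ST362 at 6 h, 11 and 1 with MEB55 at 6 h, 0 and 8 with ST362 at 24 h, and 0 and 12 with MEB55 at 24 h (replicates 1 and 2).

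The integrated stress response, 37 measured targets of the transcription factors ATF4 and CHOP, was higher in all 4 comparisons by camera, with medians of 0.36 and 0.40 at 6 h and 0.39 and 0.56 at 24 h (ST362, then MEB55). It held with an estimated correlation for MEB55 at 24 h (adjusted p = 0.0249) and not in the other 3 comparisons (adjusted p = 0.25, 0.108 and 0.206). Adjusted over the list alone, 1, 2, 2 and 5 members were higher, against 0 over all genes. Over both times SLC7A11 passed limma over all genes with ST362, and TRIB3, SLC7A11, CTH and GDF15 with MEB55. The per-array medians of the list were above 0 on all 8 analogue arrays, between 0.23 and 0.85. The unfolded protein response of the endoplasmic reticulum (26 genes) passed for MEB55 at 6 h and 24 h (medians 0.20 and 0.23; adjusted p = 0.63 and 0.397 with an estimated correlation), and not for ST362 (medians 0.06 and 0.07). With both analogues it was higher on the array of each pair on which heat shock genes were high. Array medians were 0.20 and -0.04 with ST362 at 6 h, 0.40 and 0.07 with MEB55 at 6 h, -0.09 and 0.42 with ST362 at 24 h, and -0.04 and 0.60 with MEB55 at 24 h (vehicle arrays -0.01 to 0.03). It passed in 1 comparison without vehicle 6 h replicate 1, MEB55 6 h replicate 1 or MEB55 24 h replicate 2 and in 3 without ST362 24 h replicate 1, and had 0 members higher in the labelled comparisons when adjusted over the list alone (over both times, 1 with MEB55). The paper states that the raised expression of heat shock genes and stress-related transcription factors is a marked stress response, and proposes that activated stress signaling contributes to the cell cycle arrest and apoptosis caused by the SLs.

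**Figure D1:**
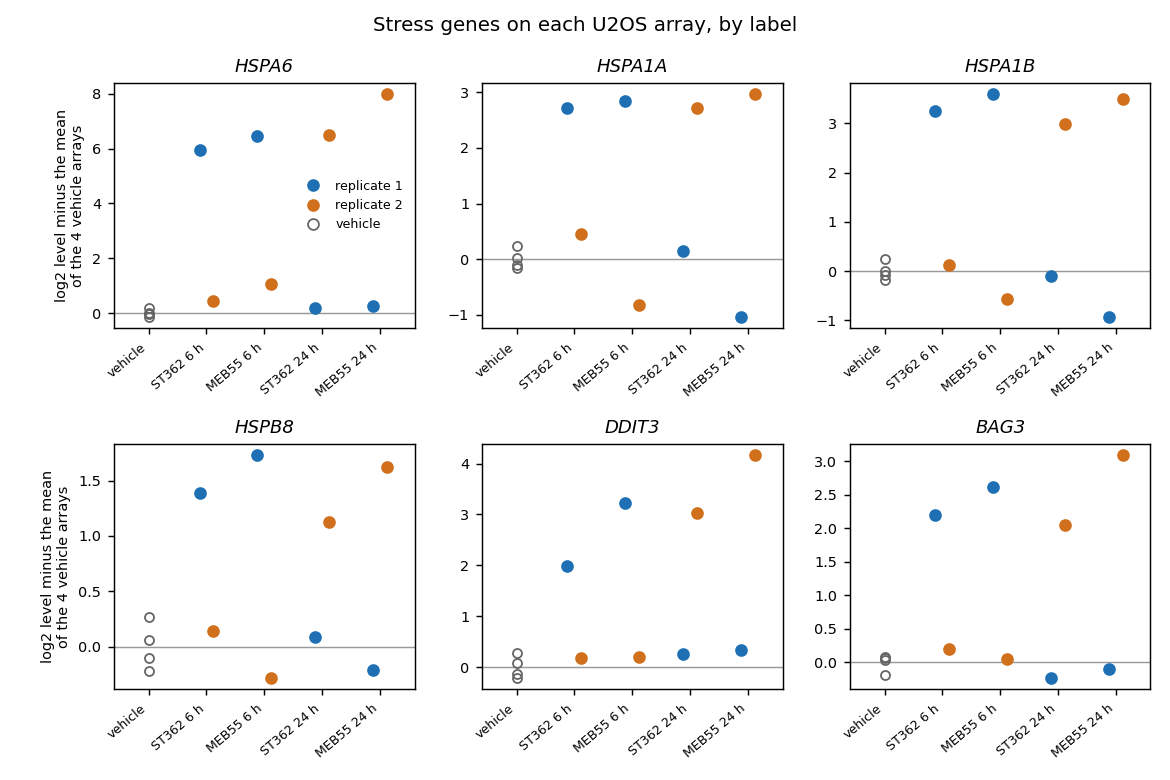
Log2 level of HSPA6, HSPA1A, HSPA1B, HSPB8, DDIT3 and BAG3 on each array minus the mean of the 4 vehicle arrays, by labelled treatment and time. Open grey circles are the vehicle arrays, blue points replicate 1 and orange points replicate 2. For HSPA6 the points with ST362 at 6 h lie at 5.95 and 0.44.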

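DDIT3, which encodes the stress-induced transcription factor CHOP, stood above the vehicle mean by 1.99 and 0.17 with ST362 at 6 h, 3.22 and 0.20 with MEB55 at 6 h, 0.26 and 3.03 with ST362 at 24 h, and 0.33 and 4.17 with MEB55 at 24 h (log2, replicates 1 and 2; vehicle SD 0.22, n = 4 arrays). BAG3, a co-chaperone that opposes apoptosis, stood at 2.19 and 0.19 with ST362 at 6 h, 2.62 and 0.05 with MEB55 at 6 h, -0.24 and 2.04 with ST362 at 24 h, and -0.10 and 3.09 with MEB55 at 24 h (vehicle SD 0.12). In the labelled comparisons at 6 h, DDIT3 had a log2 fold change of 0.91 (SE 1.30, adjusted p = 0.922) with ST362 and 1.53 (SE 1.30, adjusted p = 0.986) with MEB55 in limma, and BAG3 of 1.13 (SE 1.13, adjusted p = 0.881) and 1.27 (SE 1.13, adjusted p = 0.986). Over both times DDIT3 was at 1.36 (adjusted p = 0.508) with ST362 and 1.98 (adjusted p = 0.379) with MEB55. Without 1 array these values ranged from 0.81 to 1.76 and from 1.25 to 2.57. BIRC3 is not analysed here. Of 25 measured regulators that promote apoptosis, 0 passed the limma test, and adjusted over the list alone 1 was higher with MEB55 at 24 h and 0 in the other labelled comparisons; over both times 2 were higher and 1 lower with ST362, and 2 and 1 with MEB55. As a group they passed camera in 1 of the 4 comparisons with vehicle, ST362 at 24 h (median 0.21, adjusted p = 0.0131; adjusted p = 0.228 with an estimated correlation). They passed in 0 comparisons without ST362 24 h replicate 2 and in 2 without ST362 6 h replicate 2, and in 2 with no background correction. At 6 h their medians were 0.05 with ST362 and -0.08 with MEB55, each opposite in sign to the direction of the test (adjusted p = 0.832 and 0.903). The 16 measured regulators that oppose apoptosis passed in none of the comparisons by camera, with medians of -0.04 to 0.09 (adjusted p = 0.646 to 0.94); 0 members passed over the list alone (over both times, 1 lower with ST362), and median, mean and test differed in sign in 2.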

Changes in apoptosis regulating genes were also identified, including DDIT3, BIRC3 and BAG3. BIRC3 is an inhibitor of apoptosis and its expression was down regulated by both ST362 and MEB55. DDIT3 encodes a member of the CCAAT/enhancer-binding protein (C/EBP) family of transcription factors that is induced by stress including DNA damage. Moreover, DDIT3 over-expression can induce cell cycle arrest [32, 33] and indeed both MEB55 and ST362 treatment was associated with changes in cell cycle-related gene expression. 

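Genes of S phase and DNA replication were lower than other genes in all 4 comparisons with vehicle, and p53 targets were higher with ST362, by camera with a preset correlation and not with an estimated one. The 49 measured S phase genes had median log2 fold changes of -0.27 with ST362 and -0.16 with MEB55 at 6 h, and -0.40 and -0.21 at 24 h, each past camera (adjusted p = 4.33e-08, 0.00499, 8.44e-09 and 0.0011). With an estimated correlation none held (adjusted p = 0.347, 0.63, 0.267 and 0.512), and they passed in 3 comparisons without vehicle 6 h replicate 2. On single arrays their medians were -0.06 and -0.49 with ST362 at 6 h, -0.14 and -0.17 with MEB55 at 6 h, -0.62 and -0.16 with ST362 at 24 h, and -0.19 and -0.15 with MEB55 at 24 h (vehicle arrays -0.09 to 0.09). They were lowest on ST362 6 h replicate 2 and ST362 24 h replicate 1. In these comparisons single members did not pass limma's test, over all genes or adjusted over the list alone; over both times 11 were lower with ST362 and 0 with MEB55 over the list alone. The 27 measured p53 targets, which include CDKN1A, had medians of 0.32 and 0.39 with ST362 at 6 h and 24 h, past camera (adjusted p = 0.000312 and 9.72e-05; adjusted p = 0.347 and 0.267 with an estimated correlation). With MEB55 their medians were 0.01 and 0.13 (adjusted p = 0.639 and 0.0637). With MEB55 at 24 h, 1 p53 target was higher and 1 lower when adjusted over the list alone, and 0 in the other labelled comparisons, against 0 over all genes; over both times 6 were higher with ST362, and 2 higher and 1 lower with MEB55. The p53 targets passed in 3 comparisons without MEB55 6 h replicate 2, vehicle 24 h replicate 2 or MEB55 24 h replicate 1. Array by array, p53 medians were 0.21 and 0.44 with ST362 at 6 h, 0.16 and 0.01 with MEB55 at 6 h, 0.24 and 0.29 with ST362 at 24 h, and -0.04 and 0.34 with MEB55 at 24 h (vehicle arrays -0.08 to 0.06). The 31 measured replication-dependent histone genes passed in none of the 4 (medians -0.21 to 0.07, adjusted p = 0.0923 to 0.911), with 1 comparison in which median and test differ in sign. The histone genes passed in 1 comparison without vehicle 6 h replicate 2 or ST362 24 h replicate 2 and in 2 without vehicle 6 h replicate 1 or vehicle 24 h replicate 1.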

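CDKN1A, which encodes the cyclin-dependent kinase inhibitor p21, stood above the vehicle mean by 0.97 and 0.62 with ST362 at 6 h, 1.01 and 0.26 with MEB55 at 6 h, 0.81 and -0.02 with ST362 at 24 h, and 0.89 and 0.79 with MEB55 at 24 h (log2, replicates 1 and 2; vehicle SD 0.46, n = 4 arrays). Its log2 fold change with MEB55 at 6 h was 0.43 (SE 0.36, adjusted p = 0.986) in limma. CCNF, the substrate-binding cyclin F of a ubiquitin ligase, and CCNA2, the cyclin A2 of S phase and G2, were below the vehicle mean on all 8 analogue arrays. CCNF ranged from -1.58 to -0.50 (vehicle SD 0.17) and CCNA2 from -1.34 to -0.46 (vehicle SD 0.08). With MEB55 at 6 h, CCNF had a log2 fold change of -0.84 (SE 0.33, adjusted p = 0.986) and CCNA2 of -0.83 (SE 0.31, adjusted p = 0.986). CDK6, a kinase of G1 progression, was at -0.41 (SE 0.27, adjusted p = 0.986) in the same comparison. Over both times, ST362 lowered CCNF by the limma fit of treatment only, with -1.09 (SE 0.22, adjusted p = 0.04), and CCNA2, with -1.01 (SE 0.19, adjusted p = 0.0368); with MEB55 the values were -0.90 (SE 0.22, adjusted p = 0.0959) and -0.80 (SE 0.19, adjusted p = 0.0935). The CCNF call with ST362 was kept without ST362 6 h replicate 1, MEB55 6 h replicate 2, MEB55 24 h replicate 1 or MEB55 24 h replicate 2 and lost without any other array (adjusted p = 0.0552 to 0.144). The CCNA2 call was lost without vehicle 6 h replicate 1, vehicle 6 h replicate 2, ST362 6 h replicate 2, vehicle 24 h replicate 1, vehicle 24 h replicate 2 or ST362 24 h replicate 1 (adjusted p = 0.0832 to 0.122).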

MEB55 treatment was associated with increased expression of p21cip (CDKN1A), Cyclin F (CCNF), Cyclin A2 (CCNA2) and decreased expression of CDK6. 

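CCNB1 encodes cyclin B1, which drives entry into mitosis. It stood at -1.04 and -0.69 on the 2 arrays of ST362 at 6 h, against a vehicle SD of 0.18 (log2 minus the mean of 4 vehicle arrays). At 24 h it stood at -1.36 and -1.19 with ST362. The labelled comparison gave a log2 fold change of -0.78 (SE 0.34, adjusted p = 0.847) at 6 h and -1.35 (SE 0.34, adjusted p = 0.516) at 24 h, neither past limma's test. Over both times ST362 was at -1.07 (SE 0.23, adjusted p = 0.0511) and MEB55 at -0.54 (SE 0.23, adjusted p = 0.404). The difference between the analogues, MEB55 minus ST362, was 0.53 (95% interval 0.05 to 1.02, adjusted p = 0.581).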

Consistent with our earlier data, ST362 induced a modest down-regulation of Cyclin B1 (CCNB1) expression. Both MEB55 and ST362 induced Cyclin G2 (CCNG2), an unconventional cyclin homolog, which is linked to growth inhibition and whose expression is induced by DNA damaging chemotherapeutics [34]. 

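CCNG2, a cyclin whose product halts the cell cycle, stood above the vehicle mean by 1.54 and 1.61 with ST362 at 6 h, 1.32 and -0.34 with MEB55 at 6 h, 1.48 and 1.77 with ST362 at 24 h, and -0.45 and 1.57 with MEB55 at 24 h (log2, replicates 1 and 2; vehicle SD 0.20, n = 4 arrays). On every ST362 array it was at least 1.48 higher, and with MEB55 it was above the vehicle mean on 1 array of each time. These values come from its brightest probe; the 2 other tested probes gave 0.81 and 0.38 with ST362 over both times (adjusted p = 0.209 and 0.631), and 0.55 and 0.39 with MEB55. The labelled log2 fold changes at 6 h were 1.63 (SE 0.60, adjusted p = 0.847) with ST362 and 0.56 (SE 0.60, adjusted p = 0.987) with MEB55. Over both times they were 1.60 (SE 0.37, adjusted p = 0.0677) and 0.53 (SE 0.37, adjusted p = 0.688), with MEB55 minus ST362 at -1.07 (95% interval -1.86 to -0.28, adjusted p = 0.459). Without 1 array the values ranged from 1.49 to 1.65 with ST362 and from 0.18 to 0.85 with MEB55. The 21 measured targets of FOXO transcription factors, a list that includes CCNG2, were higher than other genes by camera in all 4 comparisons. Their medians were 0.52 with ST362 and 0.22 with MEB55 at 6 h, and 0.55 and 0.36 at 24 h (adjusted p = 7.1e-05, 0.0179, 1.81e-07 and 0.000109; adjusted p = 0.387, 0.63, 0.267 and 0.401 with an estimated correlation). Single members higher when adjusted over the list alone numbered 1 and 3 with ST362 at 6 h and 24 h and 0 with MEB55, against 0 over all genes; over both times they numbered 10 with ST362 and 2 with MEB55. With MEB55 the list was raised on 1 array of each pair. Its medians array by array were 0.44 and 0.61 with ST362 at 6 h, 0.41 and -0.01 with MEB55 at 6 h, 0.61 and 0.28 with ST362 at 24 h, and -0.04 and 0.62 with MEB55 at 24 h (vehicle arrays -0.15 to 0.17). The FOXO targets passed in 3 comparisons without vehicle 6 h replicate 1, MEB55 6 h replicate 1 or MEB55 24 h replicate 2.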

SL exposure also induced changes in the expression of genes involved in metabolic functions in tumor and stem cells (ALDH1B1, ABCB1, SLC3A2, SLC44A2, SLC31A2, SLC7A11, CYP24A1, PTGS2/COX2, PPRC1), cytokines (CCL3L3, GDF15) and growth and differentiation factors (PGF, TGFBR11 and FOXD1).

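SLC7A11, the cystine transporter subunit that feeds glutathione synthesis, and CYP24A1, the enzyme that breaks down vitamin D, were higher and lower, respectively, than the vehicle mean on all 8 analogue arrays. SLC7A11 stood 0.99 to 1.84 above the vehicle mean (log2, vehicle SD 0.53, n = 4 arrays). Over both times it rose by 1.47 (SE 0.25, adjusted p = 0.0341) with ST362 and 1.55 (SE 0.25, adjusted p = 0.0214) with MEB55 in limma. CYP24A1 ranged from -1.80 to -0.88 (vehicle SD 0.12) and fell over both times, with log2 fold changes of -1.20 (SE 0.19, adjusted p = 0.0225) and -1.37 (SE 0.19, adjusted p = 0.00949). SLC44A2, a choline transporter-like protein, rose over both times with ST362, at 1.23 (SE 0.26, adjusted p = 0.0481), and was at 0.37 (SE 0.26, adjusted p = 0.684) with MEB55. GDF15, a stress-induced cytokine, rose over both times with MEB55, at 2.67 (SE 0.53, adjusted p = 0.0468), and was at 2.46 (SE 0.53, adjusted p = 0.0555) with ST362. In the labelled comparisons at 6 h none of these passed: SLC7A11 had 1.68 (adjusted p = 0.847) and 1.77 (adjusted p = 0.579), CYP24A1 -1.06 (adjusted p = 0.847) and -1.47 (adjusted p = 0.692), SLC44A2 1.30 (adjusted p = 0.847) and 0.17 (adjusted p = 0.99), and GDF15 2.28 (adjusted p = 0.847) and 2.56 (adjusted p = 0.986), for ST362 and MEB55. The CYP24A1 call with MEB55 held in all 12 fits that leave out 1 array (highest adjusted p = 0.0406), and that with ST362 was lost without vehicle 6 h replicate 1, vehicle 6 h replicate 2, ST362 6 h replicate 2, vehicle 24 h replicate 1, vehicle 24 h replicate 2 or ST362 24 h replicate 1 (adjusted p = 0.0566 to 0.0992). The SLC7A11 call with ST362 was lost without vehicle 6 h replicate 1, vehicle 6 h replicate 2, ST362 6 h replicate 2, vehicle 24 h replicate 2, ST362 24 h replicate 1 or ST362 24 h replicate 2 (adjusted p = 0.0531 to 0.109), and that with MEB55 was lost without vehicle 6 h replicate 1, vehicle 6 h replicate 2, vehicle 24 h replicate 2 or MEB55 24 h replicate 2 (adjusted p = 0.0563 to 0.0808). The SLC44A2 call was kept without MEB55 6 h replicate 1, MEB55 6 h replicate 2, ST362 24 h replicate 2, MEB55 24 h replicate 1 or MEB55 24 h replicate 2 and lost without any other array (adjusted p = 0.0686 to 0.148). The GDF15 call was kept without MEB55 6 h replicate 2 or MEB55 24 h replicate 1 and lost without any other array (adjusted p = 0.0553 to 0.142).

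ABCB1, PTGS2 and PGF were higher on the array of each pair on which heat shock genes were high. The drug efflux pump gene ABCB1 stood at 1.82 and 0.08 with ST362 at 6 h, 2.59 and 0.43 with MEB55 at 6 h, 0.36 and 1.70 with ST362 at 24 h, and 0.19 and 3.26 with MEB55 at 24 h (replicates 1 and 2; vehicle SD 0.11). PTGS2, which encodes cyclooxygenase 2, stood at 1.44 and 0.30 with ST362 at 6 h, 1.90 and 0.76 with MEB55 at 6 h, 0.12 and 2.11 with ST362 at 24 h, and -0.14 and 3.66 with MEB55 at 24 h, and PGF, a growth factor of the VEGF family, at 2.21 and 0.62 with ST362 at 6 h, 2.28 and -0.13 with MEB55 at 6 h, 0.28 and 2.67 with ST362 at 24 h, and -0.47 and 2.95 with MEB55 at 24 h. A second PTGS2 probe gave 0.17 with ST362 and 0.41 with MEB55 at 6 h. Their labelled log2 fold changes at 6 h with ST362 and MEB55 were 0.93 (adjusted p = 0.885) and 1.50 (adjusted p = 0.986) for ABCB1, 0.88 (adjusted p = 0.897) and 1.34 (adjusted p = 0.986) for PTGS2, and 1.55 (adjusted p = 0.85) and 1.21 (adjusted p = 0.986) for PGF. SLC3A2, the partner subunit of SLC7A11, had 1.06 (adjusted p = 0.847) and 1.04 (adjusted p = 0.986), the copper transporter gene SLC31A2 0.63 (adjusted p = 0.847) and 0.15 (adjusted p = 0.99), and the chemokine gene CCL3L3 1.07 (adjusted p = 0.847) and 0.90 (adjusted p = 0.986). The receptor gene TGFBR2, as the printed TGFBR11 was read, had -0.22 (adjusted p = 0.944) and -0.13 (adjusted p = 0.991). PPRC1, a coactivator of mitochondrial gene expression, stood between -1.70 and 0.37 on the 8 arrays, with -0.68 (adjusted p = 0.864) and -0.30 (adjusted p = 0.99) at 6 h.

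The 28 measured NRF2 targets of the oxidative stress response, a list that holds SLC7A11, were higher than other genes by camera in all 4 comparisons, with medians of 0.50 and 0.53 at 6 h and 0.15 and 0.20 at 24 h (ST362, then MEB55). The adjusted p = 0.229, 0.142, 0.361 and 0.308 with an estimated correlation. Of the NRF2 targets, 2 and 2 were higher at 6 h and 1 and 1 at 24 h when adjusted over the list alone, against 0 over all genes. The list passed in 3 comparisons without ST362 24 h replicate 2 or MEB55 24 h replicate 2. Medians of the NRF2 list on single analogue arrays were 0.00 and 0.32 with ST362 at 6 h, -0.02 and 0.46 with MEB55 at 6 h, 0.20 and 0.52 with ST362 at 24 h, and 0.23 and 0.68 with MEB55 at 24 h. The 2 vehicle 6 h arrays had list medians of -0.30 and -0.13, and the 2 vehicle 24 h arrays 0.27 and 0.22. Cholesterol synthesis (19 genes) passed in 2 of the 4 comparisons, both at 6 h (medians 0.24 and 0.24; adjusted p = 0.705 and 0.63 with an estimated correlation). It passed in 0 comparisons without vehicle 6 h replicate 1, in 1 without ST362 6 h replicate 2 or MEB55 6 h replicate 2 and in 4 without vehicle 24 h replicate 2, and in 1 with scaling to the 75th percentile; adjusted over the list alone, 0 members were higher, and signs differed in 1. Cholesterol medians array by array were -0.04 and 0.40 with ST362 at 6 h, 0.11 and 0.38 with MEB55 at 6 h, 0.06 and -0.13 with ST362 at 24 h, and 0.15 and 0.00 with MEB55 at 24 h (vehicle arrays -0.29 to 0.27). The 9 measured stem cell associated genes passed in none of the 4 (medians -0.21 to 0.18, adjusted p = 0.149 to 0.795), with median, mean and test differing in sign in 2.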

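Genes of G2 phase and mitosis were lower on all 8 analogue arrays, at both time labels. The 72 measured genes of this list had median log2 fold changes of -0.69 with ST362 and -0.52 with MEB55 at 6 h, and -0.81 and -0.51 at 24 h. They include genes that the study names from these samples, such as CCNA2, CCNF, CDCA3 and KIF20A, so the list is not fully independent evidence. On single arrays their median was lowest on ST362 24 h replicate 1, at -1.04, and highest of the analogue arrays on MEB55 24 h replicate 1, at -0.34; the 4 vehicle arrays lay between -0.10 and 0.10. KIF20A, a kinesin needed for cytokinesis, stood at -0.76 and -1.83 with ST362 at 6 h, -1.24 and -1.15 with MEB55 at 6 h, -2.08 and -0.88 with ST362 at 24 h, and -0.80 and -1.11 with MEB55 at 24 h (replicates 1 and 2; vehicle SD 0.31, n = 4 arrays). The list passed camera in all 4 comparisons (adjusted p = 2.91e-35, 1.76e-22, 1.09e-30 and 1.77e-18), and in none with an estimated correlation (adjusted p = 0.229, 0.267, 0.209 and 0.308). Over all genes limma called 0 members in each labelled comparison; adjusted over the list alone, 23 were lower with ST362 at 6 h, 41 with ST362 at 24 h and 0 with MEB55 at either time. Over both times, 19 members fell with ST362 and 2 with MEB55 in limma, and 60 and 42 adjusted over the list alone. Without vehicle 6 h replicate 2, ST362 6 h replicate 2, vehicle 24 h replicate 2 or ST362 24 h replicate 1, no gene passed for ST362 over both times.

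At 24 h, the cyclin gene CCNB2 had a log2 fold change of -0.85 (SE 0.30, adjusted p = 0.59) with ST362 and -0.52 (SE 0.30, adjusted p = 0.931) with MEB55. CDC20, an activator of the anaphase-promoting complex, had -1.12 (SE 0.36, adjusted p = 0.567) and -0.47 (SE 0.36, adjusted p = 0.952). The phosphatase genes CDKN3 and CDC25C had -0.87 (adjusted p = 0.604) and -0.40 (adjusted p = 0.82) with ST362, and -0.70 (adjusted p = 0.924) and -0.15 (adjusted p = 0.987) with MEB55. A second CDC25C probe gave -0.02 with ST362 and 0.13 with MEB55. CDCA3 had -0.81 (adjusted p = 0.567) and -0.71 (adjusted p = 0.867), CDCA2 -0.80 (adjusted p = 0.604) and -0.58 (adjusted p = 0.931), CCNA2 -1.08 (adjusted p = 0.561) and -0.77 (adjusted p = 0.916), and CCNF -1.16 (adjusted p = 0.551) and -0.96 (adjusted p = 0.85). CCNB1IP1, as the printed CCNBP1 was read, had 0.10 (adjusted p = 0.947) and 0.22 (adjusted p = 0.963). Of the transcription factors, E2F2 had -1.30 (adjusted p = 0.567) and -0.65 (adjusted p = 0.931), and E2F1 -0.13 (adjusted p = 0.921) and 0.12 (adjusted p = 0.985). E2F1 over both times was -0.09 with ST362, and between -0.18 without vehicle 6 h replicate 2 and 0.03 without ST362 6 h replicate 1. Of the kinesins of the spindle and midbody, KIF23 had -0.81 (adjusted p = 0.614) and -0.89 (adjusted p = 0.879), KIF4A -0.81 (adjusted p = 0.574) and -0.57 (adjusted p = 0.926), KIF11 -1.04 (adjusted p = 0.535) and -0.68 (adjusted p = 0.919), KIFC1 -1.25 (adjusted p = 0.535) and -1.02 (adjusted p = 0.85), KIF2C -0.82 (adjusted p = 0.677) and -0.46 (adjusted p = 0.953), KIF20A -1.44 (adjusted p = 0.567) and -0.91 (adjusted p = 0.924), and KIF15, as the printed IF15 was read, -0.84 (adjusted p = 0.608) and -0.67 (adjusted p = 0.931).

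Over both times ST362 lowered KIF20A by the same test, with -1.39 (SE 0.26, adjusted p = 0.0368), CDCA3 with -0.92 (SE 0.16, adjusted p = 0.0355), KIF11 with -0.91 (SE 0.18, adjusted p = 0.0408) and KIF4A with -0.80 (SE 0.17, adjusted p = 0.0499). MEB55 lowered CDCA3, with -0.80 (SE 0.16, adjusted p = 0.0496), and KIF20A was at -1.07 (SE 0.26, adjusted p = 0.104). A second KIF11 probe gave -0.78 with ST362 (adjusted p = 0.0611). At 24 h a second KIF23 probe gave -0.32 with ST362 and -0.22 with MEB55. The KIF20A call was lost without vehicle 6 h replicate 1, vehicle 6 h replicate 2, ST362 6 h replicate 2, vehicle 24 h replicate 1, vehicle 24 h replicate 2 or ST362 24 h replicate 1 (adjusted p = 0.0772 to 0.133). The KIF11 call was kept without ST362 6 h replicate 1, ST362 24 h replicate 2, MEB55 24 h replicate 1 or MEB55 24 h replicate 2 and lost without any other array (adjusted p = 0.0517 to 0.122), and that of KIF4A was kept without ST362 6 h replicate 1, ST362 24 h replicate 2 or MEB55 24 h replicate 2 and lost without any other array (adjusted p = 0.0561 to 0.175). The CDCA3 call with ST362 was lost without vehicle 6 h replicate 1, vehicle 6 h replicate 2, ST362 6 h replicate 2, vehicle 24 h replicate 1, vehicle 24 h replicate 2 or ST362 24 h replicate 1 (adjusted p = 0.0582 to 0.12), and that with MEB55 was kept without MEB55 24 h replicate 1 and lost without any other array (adjusted p = 0.0501 to 0.167). The 18 measured genes that the text of the study names as lower at 24 h had medians of -0.84 with ST362 and -0.66 with MEB55 at 24 h, and -0.81 and -0.66 at 6 h. The study chose them on these samples, so their direction is not independent evidence. They passed camera in all 4 comparisons and in none with an estimated correlation (adjusted p = 0.206 to 0.308). Of these genes, 14 were lower with ST362 at 24 h, 7 at 6 h and 0 with MEB55 at 24 h when adjusted over the list alone.

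**Figure D2:**
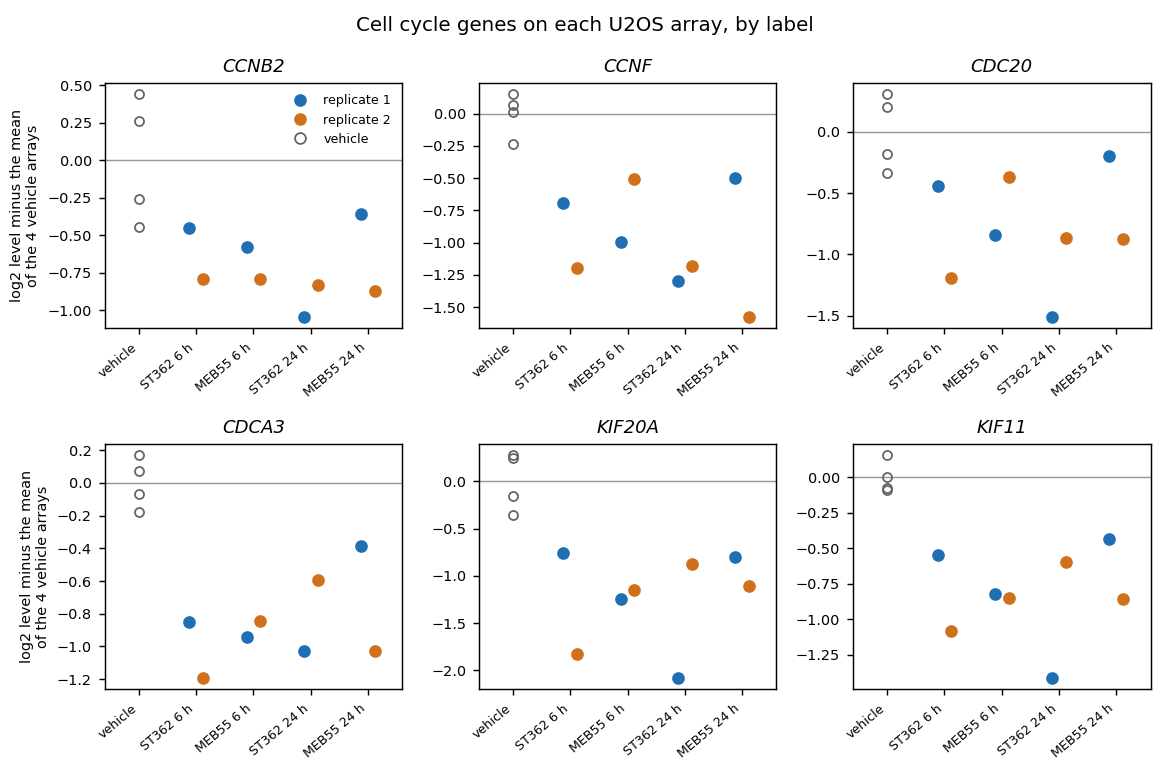
Log2 level of CCNB2, CCNF, CDC20, CDCA3, KIF20A and KIF11 on each array minus the mean of the 4 vehicle arrays, by labelled treatment and time. Open grey circles are the vehicle arrays, blue points replicate 1 and orange points replicate 2. For KIF20A the analogue arrays lie between -2.08 and -0.76.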

At 24 hrs Supplementary Table 1, SL treatment was associated with down regulation of cell cycle regulators, including cyclins (CCNB2, CCNA2, CCNF) and cyclin regulatory proteins (CCNBP1 (cyclin B binding protein), CDKN3 (CDK inhibitor 3, a dual specificity phosphatase and an inhibitor of CDK2 activity), CDCA3, CDC20, CDC25C, CDCA2), the transcription factor E2F as well as mitotic genes involved in cytokinesis (KIF23, KIF4A, KIF11, KIFC1, KIF2C, KIF20A, IF15). The 24 hrs SL treatment resulted in up-regulation of genes involved in RNA processing and translation (RN7SK, SNORD3A, SNORD3C, SNORD3D) and altered expression of metabolic genes (DHRS2, SLC7A11, DUSP5, SCG5, ABCA13), growth factors (TGFB1, CTGF) and altered expression of genes involved in cellular adhesion (LAMA1, AMPH, ITGA2, SPP1/OPN1, ESM1, CYR61). 

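The SNORD3 (U3) RNAs of ribosomal RNA processing were high on 1 of the 2 arrays in each analogue group, and RN7SK on the same arrays and on MEB55 24 h replicate 2. RN7SK, the small nuclear RNA that holds the elongation factor P-TEFb inactive, stood above the vehicle mean by 0.09 and 2.80 with ST362 at 6 h, 0.76 and 2.67 with MEB55 at 6 h, 2.34 and -0.20 with ST362 at 24 h, and 2.13 and 1.52 with MEB55 at 24 h (log2, replicates 1 and 2; vehicle SD 0.13, n = 4 arrays). On ST362 6 h replicate 2, MEB55 6 h replicate 2, ST362 24 h replicate 1 and MEB55 24 h replicate 1, in that order, SNORD3A stood at 2.42, 2.50, 2.00 and 1.95, SNORD3C at 2.32, 2.79, 2.10 and 2.13 and SNORD3D at 2.57, 2.67, 2.26 and 2.27. On the other 4 analogue arrays SNORD3A ranged from -0.07 to 0.37, SNORD3C from -0.04 to 0.43 and SNORD3D from -0.35 to 0.40. DHRS2, a dehydrogenase of the short-chain family, stood at -1.53, -1.43, -1.20 and -1.09 on the first 4 arrays and between -0.44 and -0.11 on the others.

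In the labelled comparisons at 24 h none of these genes passed limma's test. RN7SK had a log2 fold change of 0.99 (SE 0.94, adjusted p = 0.843) with ST362 and 1.75 (SE 0.94, adjusted p = 0.931) with MEB55, and SNORD3A of 0.79 (SE 0.93, adjusted p = 0.882) and 0.98 (SE 0.93, adjusted p = 0.962). A second RN7SK probe gave 1.75 and 2.63. SNORD3C had 0.91 (adjusted p = 0.871) and 1.15 (adjusted p = 0.953), SNORD3D 0.88 (adjusted p = 0.886) and 1.26 (adjusted p = 0.953), and DHRS2 -0.72 (adjusted p = 0.779) and -0.66 (adjusted p = 0.951). SLC7A11 had 1.26 (adjusted p = 0.516) and 1.33 (adjusted p = 0.603), the ERK phosphatase gene DUSP5 0.98 (adjusted p = 0.672) and 1.09 (adjusted p = 0.924), the secretory chaperone gene SCG5 0.46 (adjusted p = 0.893) and 0.62 (adjusted p = 0.962), and the transporter gene ABCA13 -0.56 (adjusted p = 0.818) and -0.13 (adjusted p = 0.991). Of the adhesion and matrix genes, the laminin chain LAMA1 had 1.20 (adjusted p = 0.525) and 0.85 (adjusted p = 0.869), AMPH -0.71 (adjusted p = 0.806) and -0.21 (adjusted p = 0.99), the integrin chain ITGA2 0.58 (adjusted p = 0.849) and 0.53 (adjusted p = 0.963), and osteopontin (SPP1) 1.70 (adjusted p = 0.567) and 1.74 (adjusted p = 0.788). CTGF and CYR61, read under their present symbols CCN2 and CCN1, had 0.17 (adjusted p = 0.978) and 0.28 (adjusted p = 0.966) with ST362 and -0.52 (adjusted p = 0.976) and -0.74 (adjusted p = 0.966) with MEB55. Over both times with MEB55, CCN2 was at -0.39, from -0.81 without MEB55 24 h replicate 1 to 0.17 without MEB55 24 h replicate 2. CCN1 was at -0.37, from -0.79 without MEB55 6 h replicate 2 to 0.16 without MEB55 24 h replicate 2. TGFB1 has no tested probe.

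Over both times, LAMA1 rose with ST362 in limma, at 1.09 (SE 0.19, adjusted p = 0.0341), and SPP1 with MEB55, at 2.05 (SE 0.41, adjusted p = 0.0468). A second SPP1 probe gave 1.94 with MEB55 (adjusted p = 0.0564). LAMA1 with MEB55 was at 0.77 (SE 0.19, adjusted p = 0.104) and SPP1 with ST362 at 1.58 (SE 0.41, adjusted p = 0.0986). The LAMA1 call was lost without vehicle 6 h replicate 1, vehicle 6 h replicate 2, ST362 6 h replicate 2, vehicle 24 h replicate 2 or ST362 24 h replicate 1 (adjusted p = 0.0561 to 0.107), and the SPP1 call was kept without ST362 6 h replicate 1, ST362 24 h replicate 1 or MEB55 24 h replicate 2 and lost without any other array (adjusted p = 0.0574 to 0.159). The 16 measured genes that the text of the study names at 24 h had medians of 0.83 and 0.91 at 24 h and 1.03 and 1.39 at 6 h (ST362, then MEB55). The study chose them on these samples, so they are not independent evidence. They passed camera in all 4 comparisons, in none with an estimated correlation (adjusted p = 0.267 to 0.347), and in 3 comparisons without vehicle 6 h replicate 2, ST362 6 h replicate 2, ST362 24 h replicate 1 or MEB55 24 h replicate 1. Their medians array by array were 0.21 and 1.42 with ST362 at 6 h, 0.26 and 1.74 with MEB55 at 6 h, 1.37 and -0.06 with ST362 at 24 h, and 1.30 and 0.44 with MEB55 at 24 h (vehicle arrays -0.27 to 0.20). When adjusted over the list alone, 1 and 2 of them were higher at 6 h and 3 and 1 at 24 h.

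Of the lists set beforehand, targets of YAP and TGF-beta (23 measured) were lower by camera in 3 of the 4 comparisons, with medians of -0.33 with MEB55 at 6 h, -0.21 with ST362 at 24 h and -0.59 with MEB55 at 24 h. The call held with an estimated correlation for MEB55 at 24 h (adjusted p = 0.0249) and not in the other 2 (adjusted p = 0.108 and 0.206), and the median with ST362 at 6 h was 0.09 (adjusted p = 0.858). The list passed in 2 comparisons without vehicle 6 h replicate 1, vehicle 24 h replicate 1 or ST362 24 h replicate 2. Its medians array by array were -0.07 and 0.13 with ST362 at 6 h, -0.61 and -0.38 with MEB55 at 6 h, -0.27 and -0.43 with ST362 at 24 h, and -0.50 and -0.64 with MEB55 at 24 h (vehicle arrays -0.06 to 0.18). Adjusted over the list alone, 1 and 4 members were lower with MEB55 at 6 h and 24 h and 0 with ST362; over both times 8 were lower with MEB55 and 4 with ST362. Ribosome biogenesis genes (40 measured) were lower with ST362, with medians of -0.37 at 6 h and -0.30 at 24 h (adjusted p = 1.79e-06 and 0.000892; adjusted p = 0.395 and 0.547 with an estimated correlation), and at -0.13 and -0.12 with MEB55 (adjusted p = 0.364 and 0.24). They passed in 1 comparison without vehicle 24 h replicate 1 and in 3 without vehicle 6 h replicate 2, MEB55 6 h replicate 2, vehicle 24 h replicate 2, MEB55 24 h replicate 1 or MEB55 24 h replicate 2. Ribosome biogenesis medians array by array were -0.33 and -0.35 with ST362 at 6 h, -0.29 and 0.18 with MEB55 at 6 h, -0.29 and -0.26 with ST362 at 24 h, and 0.16 and -0.38 with MEB55 at 24 h (vehicle arrays -0.08 to 0.11). Small non-coding RNAs (21 measured) passed in 1 comparison, MEB55 at 6 h (median 0.33, adjusted p = 0.000253; adjusted p = 0.328 with an estimated correlation), and in 0 comparisons without MEB55 6 h replicate 2 and in 2 without ST362 6 h replicate 1; their medians at 24 h were 0.01 and 0.02. Array by array, they were -0.03 and 0.59 with ST362 at 6 h, 0.14 and 0.63 with MEB55 at 6 h, 0.23 and -0.16 with ST362 at 24 h, and 0.10 and 0.19 with MEB55 at 24 h (vehicle arrays -0.07 to 0.11). Extracellular matrix and adhesion genes (36 measured) passed in none (medians -0.11 to 0.07, adjusted p = 0.0814 to 0.532), but in 1 comparison without ST362 6 h replicate 2, MEB55 6 h replicate 2 or vehicle 24 h replicate 2 and in 2 without vehicle 6 h replicate 1; adjusted over the list alone, 3 were higher with MEB55 at 6 h, and 1 higher and 1 lower with each analogue at 24 h.

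**Figure D3:**
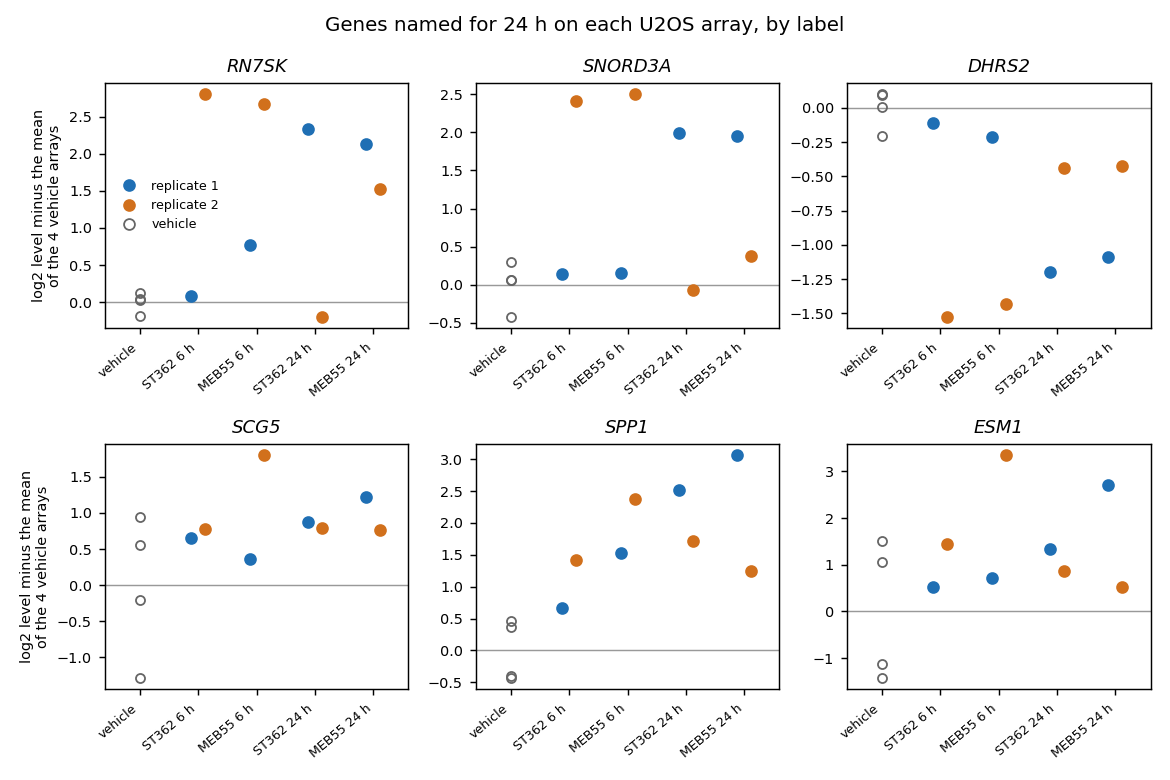
Log2 level of RN7SK, SNORD3A, DHRS2, SCG5, SPP1 and ESM1 on each array minus the mean of the 4 vehicle arrays, by labelled treatment and time. Open grey circles are the vehicle arrays, blue points replicate 1 and orange points replicate 2. For RN7SK the 2 arrays of ST362 at 24 h lie at 2.34 and -0.20.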

ESM1 expression was the second (21.2-fold) and third (6.9-fold) most up-regulated gene in MEB55 and ST362 treated groups respectively. 

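ESM1 encodes the secreted proteoglycan endocan. At 24 h it had a log2 fold change of 1.65 (SE 1.13, adjusted p = 0.946) with MEB55, rank 25 by increase among the 12290 genes tested, and of 1.14 (SE 1.13, adjusted p = 0.849) with ST362, rank 60. Single arrays stood above the vehicle mean by 0.52 and 1.43 with ST362 at 6 h, 0.72 and 3.35 with MEB55 at 6 h, 1.33 and 0.87 with ST362 at 24 h, and 2.71 and 0.52 with MEB55 at 24 h (log2, replicates 1 and 2). The 4 vehicle arrays themselves had an SD of 1.49. The highest ranks of ESM1 on single arrays were 4 on MEB55 6 h replicate 2, 6 on MEB55 24 h replicate 1, 57 on ST362 6 h replicate 2 and 69 on ST362 24 h replicate 1. These are the analogue arrays on which heat shock genes were not high. Over both times it was at 1.83 (SE 0.69, adjusted p = 0.337) with MEB55 and 1.04 (SE 0.69, adjusted p = 0.567) with ST362 in limma. Without 1 array these values ranged from 1.31 to 2.42 and from 0.56 to 1.53.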

ESM1 is a secretory proteoglycan, whose expression is up-regulated by inflammatory cytokines. Altered expression of ESM1 has also been shown to induce cell cycle arrest [35] (Table S1). To validate the gene expression array data, qRT-PCR was carried out on 7 genes of which some were the most altered genes. 

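On the arrays, FOXO4, a forkhead transcription factor activated under stress, stood above the vehicle mean by 0.94 and 0.98 with ST362 at 6 h, 0.96 and -0.28 with MEB55 at 6 h, 1.28 and 1.28 with ST362 at 24 h, and 0.13 and 0.91 with MEB55 at 24 h (log2, replicates 1 and 2; vehicle SD 0.20, n = 4 arrays). ALDH1B1, a mitochondrial aldehyde dehydrogenase, stood at -0.95 and -0.24 with ST362 at 6 h, -1.72 and -0.34 with MEB55 at 6 h, -0.55 and -1.43 with ST362 at 24 h, and -0.41 and -2.08 with MEB55 at 24 h (vehicle SD 0.15). FOXD1, a forkhead factor of kidney development, stood at -0.29 and -0.65 with ST362 at 6 h, -0.33 and 0.41 with MEB55 at 6 h, -0.90 and -1.02 with ST362 at 24 h, and 0.33 and -1.36 with MEB55 at 24 h (vehicle SD 0.77). In the labelled comparisons at 6 h none passed limma's test. FOXO4 had a log2 fold change of 0.92 (SE 0.37, adjusted p = 0.847) with ST362 and 0.30 (SE 0.37, adjusted p = 0.987) with MEB55, ALDH1B1 of -0.66 (SE 0.56, adjusted p = 0.862) and -1.10 (SE 0.56, adjusted p = 0.986), FOXD1 of -0.68 (SE 0.59, adjusted p = 0.863) and -0.18 (SE 0.59, adjusted p = 0.991), and ATF3 of 0.39 (SE 0.66, adjusted p = 0.935) and 0.37 (SE 0.66, adjusted p = 0.989). Over both times FOXO4 was at 1.12 (SE 0.24, adjusted p = 0.0507) with ST362 and 0.43 (SE 0.24, adjusted p = 0.57) with MEB55, and ALDH1B1 at -0.79 (SE 0.35, adjusted p = 0.354) and -1.14 (SE 0.35, adjusted p = 0.21). FOXD1 with MEB55 over both times was at -0.24, between -0.45 without MEB55 6 h replicate 2 and 0.14 without MEB55 24 h replicate 2. The qRT-PCR measurements are not used here.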

HSPA6, HSPA1B, Cyp24A, ALDH1, ATF3, FOXD1 and FOXO4 exhibited similar expression pattern changes when analyzed by qRT-PCR as that observed by array analysis (Figure 5B-H).

Next we used the IPA database (Ingenuity® Systems, www.ingenuity.com) to identify networks and pathways of genes induced following 6 hrs exposure to SL analogues. 

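AP-1 and immediate early genes, and genes of ERK transcriptional output, were higher than other genes with both analogues by camera with a preset correlation. With an estimated one this held for MEB55 at 24 h alone, in the AP-1 list. The members of the p38 and JNK pathway passed in none. RNA of pathway members does not measure kinase activation, which the paper read from phosphorylation. In DU145 cells it reports more phosphorylation of p38 and JNK and less of ERK with MEB55, and a similar pattern in HCT116 cells. It also followed phosphorylation of HSP27, a target of p38, in DU145 and U2OS cells with MEB55 and a p38 inhibitor. Phosphorylated p38 was largely unchanged in BJ fibroblasts and was raised in primary prostate tumor cells. The 22 measured AP-1 and immediate early genes had median log2 fold changes of 0.25 with ST362 and 0.37 with MEB55 at 6 h, and 0.22 and 0.40 at 24 h. They passed camera in all 4 comparisons (adjusted p = 0.0307, 0.00221, 0.0147 and 8.77e-06), and with an estimated correlation for MEB55 at 24 h (adjusted p = 0.0249) but not in the other 3 (adjusted p = 0.229, 0.108 and 0.206). The 16 measured genes of ERK transcriptional output, such as DUSP5, had medians of 0.32 and 0.29 at 6 h and 0.41 and 0.37 at 24 h, past camera in all 4 and in none with an estimated correlation (adjusted p = 0.25, 0.267, 0.267 and 0.308). The 23 measured members of the p38 and JNK pathway passed in none of the 4 comparisons (medians -0.01 and -0.02 at 6 h and -0.02 and 0.00 at 24 h, adjusted p = 0.62 to 0.791); in 2 of them median, mean and test differed in sign. Of the 3 lists, 0 single genes passed limma's test in the labelled comparisons, over all genes and adjusted over the list alone. Over both times 0 passed over all genes; over the list alone, 4 AP-1 genes were higher with ST362 and 5 with MEB55, and of the ERK output genes 6 were higher and 1 lower with ST362, and 4 and 1 with MEB55. Array by array the AP-1 medians were 0.14 and 0.35 with ST362 at 6 h, 0.44 and 0.40 with MEB55 at 6 h, 0.39 and -0.03 with ST362 at 24 h, and 0.49 and 0.47 with MEB55 at 24 h (vehicle arrays -0.10 to 0.08). Those of ERK output were 0.26 and 0.52 with ST362 at 6 h, 0.28 and 0.38 with MEB55 at 6 h, 0.46 and 0.14 with ST362 at 24 h, and 0.46 and -0.01 with MEB55 at 24 h (vehicle arrays -0.13 to 0.12). The AP-1 list passed in 3 comparisons without vehicle 6 h replicate 1, vehicle 6 h replicate 2, ST362 6 h replicate 1, ST362 6 h replicate 2, MEB55 6 h replicate 1 or ST362 24 h replicate 1, and in 3 with no background correction. The ERK output list passed in 2 comparisons without vehicle 6 h replicate 2 or vehicle 24 h replicate 2 and in 3 without MEB55 6 h replicate 2, ST362 24 h replicate 1 or MEB55 24 h replicate 1.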

The top up regulated genes confirmed a general up-regulation of stress and apoptotic responses that interestingly converge into the p38 pathway (Figure 5I).

**Figure 5:**
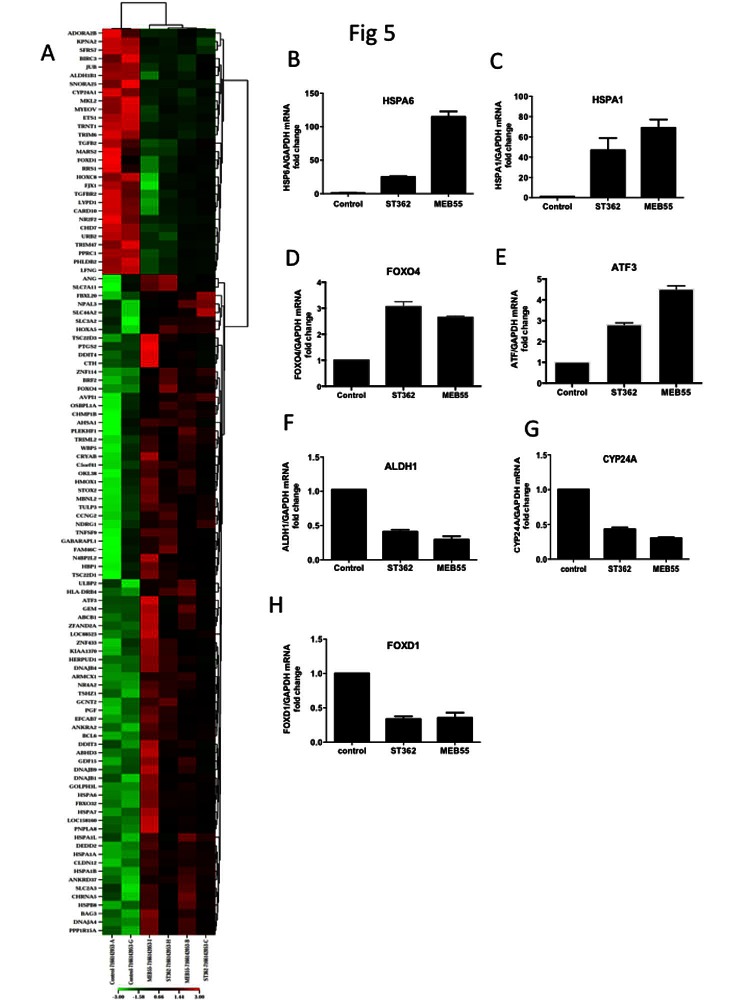

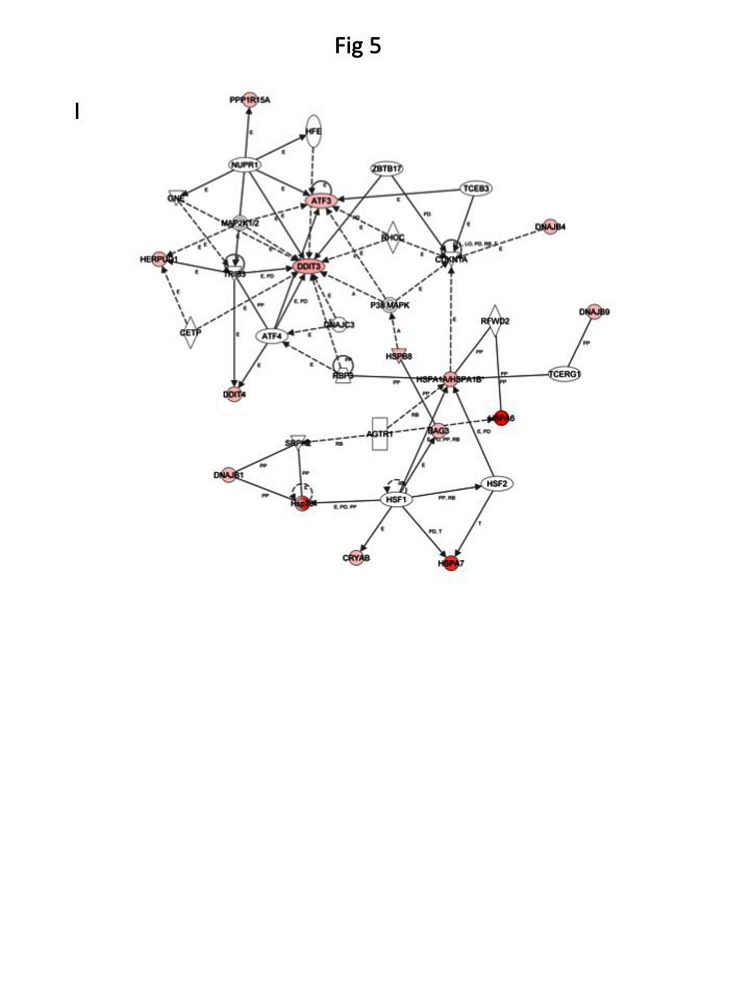
Global changes in gene expression following treatment with ST362 or MEB55. A. U2OS cells were treated with vehicle or 5 ppm of ST362 or 5 ppm MEB55 for 6 hrs. Total RNA was extracted and analyzed by expression array. Results of two independent experiments are displayed as a Heatmap of genes differentially expressed in U2OS cells treated with MEB55 or with ST362 for 6 hrs. Genes that were ±2 fold p≤0.05 upregulated are shown in red and down regulated transcripts are shown in green. A representative list of individual genes at 6 hrs (±2 fold p≤0.05) is presented in Table 2 and at 24 hrs in Table S1. B-H qRT-PCR analysis of representative genes in A. I. A protein network of top upregulated genes in response to MEB55 and ST362 was constructed using the Ingenuity software.

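In the labelled comparisons no gene passed limma's test after adjustment: 0 were higher and 0 lower with ST362 or MEB55 at 6 h or 24 h. The smallest adjusted p was 0.847 for ST362 and 0.449 for MEB55 at 6 h, and 0.516 and 0.184 at 24 h. At an unadjusted p under 0.05 there were 747 genes for ST362 and 601 for MEB55 at 6 h, and 1037 and 703 at 24 h, where chance alone gives 614.5. The wide difference between arrays of 1 label enters the spread against which this fit tests. Counts near or below chance therefore do not show that the analogues had no effect. The change of effect with the time label lay far below chance, at 232 genes for ST362 and 120 for MEB55. The methods' model of drug and time without moderation also called 0 in each after adjustment. With the 75th percentile in place of quantile normalization 2 genes rose with MEB55 at 24 h, with only the 4 arrays compared 1 rose with ST362 at 24 h, and 2 rose with MEB55 at 6 h when MEB55 6 h replicate 1 was left out. At the paper's cutoff, an unadjusted p under 0.05 and more than 2-fold, limma gave 81 genes higher and 32 lower with ST362 at 6 h, 63 and 42 with MEB55 at 6 h, 64 and 45 with ST362 at 24 h, and 49 and 50 with MEB55 at 24 h. The unmoderated model gave 39 and 21, 37 and 20, 39 and 36, and 30 and 30. Of the genes of Table 2, GEM, a GTP-binding protein, had a log2 fold change at 6 h of 0.74 (adjusted p = 0.864) with ST362 and 1.67 (adjusted p = 0.986) with MEB55, the claudin gene CLDN12 0.99 (adjusted p = 0.847) and 1.14 (adjusted p = 0.986), and PPP1R15A, which reverses the stress-induced block of translation, 1.07 (adjusted p = 0.847) and 1.06 (adjusted p = 0.986). Other GEM probes gave 0.49 and -0.02 with ST362 and 1.37 and 0.45 with MEB55. The 28 measured Table 2 genes, which the study chose on these samples and which are not independent evidence, had medians of 0.96 and 1.05 at 6 h and 1.08 and 1.03 at 24 h. They passed camera in all 4 comparisons, in none with an estimated correlation (adjusted p = 0.295 to 0.441), and in 3 comparisons without ST362 6 h replicate 1, MEB55 6 h replicate 1, ST362 24 h replicate 2 or MEB55 24 h replicate 2. Table 2 medians array by array were 1.44 and 0.26 with ST362 at 6 h, 1.72 and 0.12 with MEB55 at 6 h, 0.23 and 1.36 with ST362 at 24 h, and 0.04 and 1.81 with MEB55 at 24 h (vehicle arrays -0.07 to 0.11). Of them, 2 were higher and 1 lower with ST362 at 6 h when adjusted over the list alone, 1 and 1 with MEB55 at 6 h, 2 and 2 with ST362 at 24 h, and 2 and 1 with MEB55 at 24 h.

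Over both times, with 4 arrays per treatment, limma called 45 genes higher and 49 lower with ST362, and 37 higher and 32 lower with MEB55. These counts fell to 0 and 0 for ST362 without vehicle 6 h replicate 2, ST362 6 h replicate 2, vehicle 24 h replicate 2 or ST362 24 h replicate 1. For ST362 they were 9 and 8 without vehicle 6 h replicate 1, 3 and 3 without vehicle 24 h replicate 1, 37 and 28 without MEB55 6 h replicate 1, 29 and 32 without ST362 24 h replicate 2, and 94 and 77 without MEB55 24 h replicate 2. For MEB55 they were 7 and 5 without vehicle 6 h replicate 2, 9 and 7 without vehicle 24 h replicate 2, 12 and 9 without vehicle 24 h replicate 1, and 17 and 22 without vehicle 6 h replicate 1. Without an analogue array they were 15 and 11 (MEB55 6 h replicate 1), 14 and 12 (MEB55 24 h replicate 2), 27 and 20 (MEB55 6 h replicate 2 or ST362 6 h replicate 1), 24 and 23 (ST362 6 h replicate 2), 19 and 16 (ST362 24 h replicate 1) and 19 and 23 (ST362 24 h replicate 2). With all probes tested, 0 and 0 genes were called for ST362 and 11 and 12 for MEB55, and without moderation 0 and 0, and 1 and 0. Averages over both times in the fit of 6 groups called 0 probes for ST362 and 3 higher for MEB55. Called with both analogues in the same direction were 6 genes higher and 8 lower, and independent lists of these lengths would share 0.135 and 0.128, a value that leaves out the vehicle arrays common to both. Simulated unchanged groups with common vehicle arrays, and noise independent between probes, shared at most 1 and 0 calls in 100 simulations. When the vehicle arrays were split, 2 for each analogue, 0 calls were shared in any of the 6 splits, each with few calls for at least 1 analogue, so part of the overlap may come from the common vehicle arrays. Log2 fold changes of the analogues correlated across genes at r = 0.674 (covariance 0.0572), against 0.499 (0.0205) in simulated data with a shared control alone and 0.437 (0.0429) with the vehicle arrays split; the split was added after the data were seen.

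Between the analogues at matched time, limma called 0 genes higher and 0 lower with MEB55 than with ST362 at 6 h and at 24 h, with 350 and 429 genes at an unadjusted p under 0.05. The unmoderated model called 0 as well, and without MEB55 6 h replicate 1 limma called 2 genes higher with MEB55 at 6 h. HSPA6 differed by 0.56 at 6 h (MEB55 minus ST362, 95% interval -5.58 to 6.70) and by 0.76 at 24 h (-5.37 to 6.90). DDIT3 differed by 0.62 (-2.26 to 3.51) and 0.61 (-2.28 to 3.49), GDF15 by 0.28 (-1.63 to 2.19) and 0.14 (-1.77 to 2.05), and CDC20 by 0.22 (-0.57 to 1.01) and 0.65 (-0.14 to 1.44). These intervals come from a fit that does not pair arrays by replicate number, although the replicate differences of the analogues correlated at 0.49 at 6 h and 0.48 at 24 h. With the analogue arrays alone and a replicate block within each time, chosen after the data were seen, the intervals were -0.13 to 1.25 and 0.07 to 1.46 for HSPA6, -0.12 to 1.37 and -0.14 to 1.35 for DDIT3, -1.03 to 1.59 and -1.17 to 1.44 for GDF15, and -0.60 to 1.03 and -0.16 to 1.47 for CDC20, and limma again called 0 genes at either time. Over both times limma called 2 genes higher and 1 lower with MEB55 than with ST362: CXCL8, TAGLN3 and CCL2. With the replicate block within each time the counts were 16 and 30, and 0 and 0 without moderation or with all probes tested. The first counts were 0 and 0 without ST362 6 h replicate 2, MEB55 6 h replicate 2, ST362 24 h replicate 1, ST362 24 h replicate 2 or MEB55 24 h replicate 1, and 2 and 0 without ST362 6 h replicate 1, MEB55 6 h replicate 1 or vehicle 24 h replicate 1.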

### Strigolactone therapeutic potential

To further explore the possible therapeutic potential of the SLs analogous, we utilized the novel model system of conditionally reprogramed cells (CRCs) [36], co-developed by us to permit the continuous culture of a wide spectrum of normal and malignant epithelium [28]. Both primary normal and tumor cells were obtained from the same patient and can be propagated indefinitely *in vitro* in the presence of irradiated murine 3T3 J2 fibroblast feeder cells, and Rho kinase inhibitor, Y-27632, as previously described [28, 29, 37]. Matched normal and tumor prostate cells were treated with different concentrations of SL analogues MEB55, ST362, ST357 and EG9 and the viability of cells was measured by XTT assays (Figure 6A, 6B and S5). All SLs reduced the viability of prostate tumor CRCs with MEB55 and ST362 being most potent and effective. The IC_50_ of MEB55 in the prostate tumor CRCs is 1.8 ppm 95% confidence interval [CI95%] 0.294-0.427 while the IC_50_ of MEB55 in normal prostate CRCs is extrapolated to be > 20 ppm and selectivity for tumor versus normal cells is highly significant at (p<0.001). Similarly, the IC_50_ of ST362 in tumor cells is 2.3 ppm [CI95%] 0.593 to 0.702 p< 0.001. The IC_50_ of ST357 in tumor cells is 5.649 ppm [CI95%] 0.647-0.826 p<0.001. None of the analogues caused more than 50% growth inhibition of normal prostate cells at the concentrations used.

**Table 2:** Classification of a representative list of SLs-responsive genes (6 hrs) with at least 2 fold change.

Function	ACCESSION	SYMBOL	DEFINITION	Fold-Change ST362 vs. control	p-value	Fold-Change MEB55 vs. control	p-value
Stress Response	NM_002155.3	HSPA6	Homo sapiens heat shock 70kDa protein 6 (HSP70B') (HSPA6), mRNA.	79.8	2.55E-05	158.7	1.09E-05
	NR_024151.1	HSPA7	Homo sapiens heat shock 70kDa protein 7 (HSP70B) (HSPA7), non-coding RNA.	23.3	0.000290977	55.7	7.45E-05
	NM_005346.3	HSPA1B	Homo sapiens heat shock 70kDa protein 1B (HSPA1B), mRNA.	9.2	2.21E-06	12.4	1.05E-06
	NM_005345.4	HSPA1A	Homo sapiens heat shock 70kDa protein 1A (HSPA1A), mRNA.	7.3	6.92E-07	12.4	1.05E-06
	NM_014365.2	HSPB8	Homo sapiens heat shock 22kDa protein 8 (HSPB8), mRNA.	2.7	1.43E-05	3.6	3.18E-06
	NM_005527.3	HSPA1L	Homo sapiens heat shock 70kDa protein 1-like (HSPA1L), mRNA.	2.7	0.00238603	3.9	0.00044493
	NM_012111.1	AHSA1	Homo sapiens AHA1, activator of heat shock 90kDa protein ATPase homolog 1 (yeast	2.1	0.0136702	2.6	0.0044504
Growth Factors	NM_002632.4	PGF	Homo sapiens placental growth factor (PGF), mRNA.	6.2	0.0001284	7.0	8.86E-05
Cytokines/ Signaling	NM_004864.1	GDF15	Homo sapiens growth differentiation factor 15 (GDF15), mRNA.	7.6	3.16E-05	19.0	3.66E-06
	NM_001001437.3	CCL3L3	Homo sapiens chemokine (C-C motif) ligand 3-like 3 (CCL3L3), mRNA.	3.7	0.0371505		
	NM_001024847.1	TGFBR2	Homo sapiens transforming growth factor, beta receptor II (70/80kDa) (TGFBR2), t	-2.0	0.0158406	-2.3	0.00859784
Apoptosis	NM_004083.4	DDIT3	Homo sapiens DNA-damage-inducible transcript 3 (DDIT3), mRNA.	6.2	0.000961245	14.1	0.000126234
	NM_004281.3	BAG3	Homo sapiens BCL2-associated athanogene 3 (BAG3), mRNA.	4.6	3.87E-05	7.7	7.20E-06
	NM_001165.3	BIRC3	Homo sapiens baculoviral IAP repeat-containing 3 (BIRC3), transcript variant 1,	-2.4	0.00864687	-3.2	0.002218
Cellular adhesion	NM_181702.1	GEM	Homo sapiens GTP binding protein overexpressed in skeletal muscle (GEM), transcript.	2.4	0.00147308	4.9	1.53E-05
	NM_012129.2	CLDN12	Homo sapiens claudin 12 (CLDN12), mRNA.	2.3	0.00116056	2.5	0.000758471
Cell Cycle Regulation	NM_004354.1 NM_031966.2	CCNG2 CCNB1	Homo sapiens cyclin G2 (CCNG2), mRNA. Homo sapiens cyclin B1 (CCNB1), mRNA	3.6 -2.1	1.59E-05 0.00562257	3.1	3.16E-05
Metabolism	NM_001013251.1	SLC3A2	Homo sapiens solute carrier family 3 (activators of dibasic and neutral amino ac	3.6	0.00297397	3.4	0.00378565
	NM_020428.2	SLC44A2	Homo sapiens solute carrier family 44, member 2 (SLC44A2), mRNA.	2.5	0.00318131	2.1	0.00883196
	NM_001860.2	SLC31A2	Homo sapiens solute carrier family 31 (copper transporters), member 2 (SLC31A2),	2.3	8.51E-05		
	NM_014331.3	SLC7A11	Homo sapiens solute carrier family 7, (cationic amino acid transporter, y+ syste	2.2	0.0388166	2.1	0.0461742
	NM_000927.3	ABCB1	Homo sapiens ATP-binding cassette, sub-family B (MDR/TAP), member 1 (ABCB1), mRN	3.6	0.000245971	8.1	1.49E-05
	NM_000963.1	PTGS2	Homo sapiens prostaglandin-endoperoxide synthase 2 (prostaglandin G/H synthase a	3.4	0.0294943	6.9	0.00419823
	NM_014330.2	PPP1R15A	Homo sapiens protein phosphatase 1, regulatory (inhibitor) subunit 15A (PPP1R15A	2.7	0.000380118	3.7	7.56E-05
	NM_000782.3	CYP24A1	Homo sapiens cytochrome P450, family 24, subfamily A, polypeptide 1 (CYP24A1), n	-2.6	0.000579055	-3.6	0.000113939
	NM_000692.3	ALDH1B1	Homo sapiens aldehyde dehydrogenase 1 family, member B1 (ALDH1B1), nuclear gene	-2.1	0.00210428	-3.1	0.00430455
Transcription	NM_001040619.1	ATF3	Homo sapiens activating transcription factor 3 (ATF3), transcript variant 4, mRN	2.2	0.0184042	4.0	0.00147967
	NM_005938.2	FOXO4	Homo s apiens forkhead box O4 (FOXO4), mRNA.	2.5	0.000437924	2.2	0.000948698
	NM_004472.2	FOXD1	Homo sapiens forkhead box D1 (FOXD1), mRNA.	-2.4	0.0361717	-2.7	0.0212245

Cell cycle analysis of primary normal and tumor prostate cells treated with vehicle, or with the identified IC_50_ concentration of MEB55 and ST362 indicated a significant increase in the subG1 fraction of tumor cells in response to MEB55 or ST362 (from 6% in control to 40% or 37% respectively, p<0.007), with only a slight increase in subG1 that was noted in normal cells (P =0.4) (Figure 6C). To identify the molecular changes associated with the cellular response of normal and tumor CRC cells to SLs, cells were treated with the IC_50_ concentrations of MEB55 followed by immunoblotting for cyclin B, pp38 as described above. Despite the lack of measureable G2/M cell cycle arrest, MEB55 caused a dramatic reduction in cyclin B expression in tumor CRC cells and a pronounced stress response was elicited by the three different SLs as determined by induction of pp38 (Figure 6D). In addition, the assay for PARP1 cleavage confirmed the robust apoptotic response observed in the tumor derived CRCs versus the patient-matched normal CRCs from the same patient (Figure 6D). Taken together, these data indicate that SL analogues can induce significant and non-reversible apoptotic response in both transformed cancer cell lines and in patient-derived tumor cells, while sparing normal cells and therefore may be useful therapeutic reagents.

**Figure 6:**
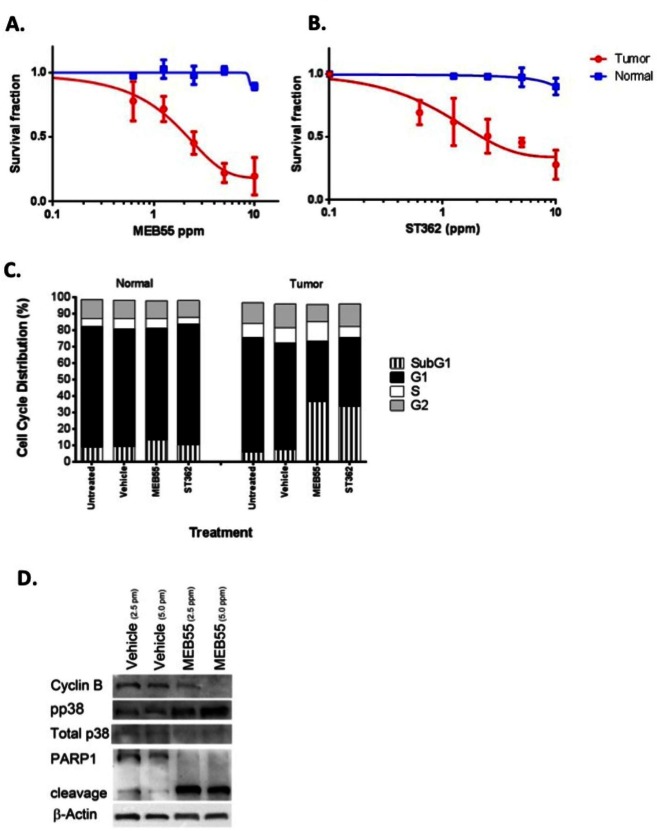
Enhanced sensitivity of primary prostate cancer cells to MEB55 and ST362. Normal prostate and prostate tumor CRCs were treated for 48 hrs with (A) MEB55 or (B) ST362. Cell viability was measured using the XTT cell viability assay. The IC_50_ of MEB55 is 1.8 ppm in tumor cells (95% confidence interval [CI], 0.294- to 0.427) and >20 ppm in normal cells (95% CI, 0.82 to 1.69), with statistical selectivity for tumor versus normal cells (P<0.0001)***. The IC_50_ for ST362 is 2.3 ppm in tumor CRCs (95% CI, 0.33-0.85) versus >20 ppm in normal CRCs (95% CI, 0.90 -1.1) with selectivity for tumor versus normal p<0.0001***. C. Cell cycle analysis of conditionally-reprogrammed normal and tumor prostate cells treated with IC_50_ concentrations of MEB55 or ST362 for 48 hrs. Cell Cycle analysis was performed by flow cytometry. D. Prostate tumor CRCs were treated with vehicle or the indicated concentrations of MEB55 were analyzed for changes in expression of cyclin B, total and phosphorylated p38 MAPK and PARP1 cleavage by immunoblot analysis.

## DISCUSSION

The present study sought to investigate the anti-tumorigenic effects of synthetic analogues of the strigolactone hormone towards human cancer cells. The array of cell lines used was chosen based on their diverse origin and oncogene expression status. We show that SL analogues inhibit the growth of different cancer cell lines including prostate, colon, lung and osteosarcomas. SLs also induced cellular stress response leading to cell cycle arrest and apoptosis in all tumor cells tested but not in normal fibroblasts. While the mechanisms of SLs growth inhibition only begin to unfold, our results indicate that SLs induce G2 cell cycle arrest in all cells regardless of their underlying genetic alterations, e.g. p53, k-ras or nuclear receptor status. We further show that SLs are effective in targeting human primary prostate cancer cells while being significantly less toxic to normal prostate cells of the same patient, suggesting that SLs might be treatment option in advanced prostate cancer.

SL-induced cell cycle arrest is likely mediated by down regulation of Cdc25C (Figure 2 and TableS1) and cyclin B1 mRNA and protein levels (Figure 2, Table 2 and Table S1). We found that down-regulation of cyclin B was partially rescued by proteasomal inhibition, suggesting that SLs regulate the expression of cyclin B at least in part by protein degradation via the ubiquitin-proteasome pathway. Interestingly, in Arabidopsis as well as in other plants, SLs inhibit root formation by down regulating cyclin B expression via the ubiquitin–proteasome pathway [38], suggesting the mechanisms of cyclin B regulation by SL are conserved between plants and mammals.

MEB55 and ST362 are the most potent SLs and induce apoptosis in all tested cancer cell lines. Significant loss of cell viability was initiated between 1 to 4 hrs of SLs exposure (depending on the cell line and analogue) and was non-reversible even after removal of the SLs. Notably, SLs induced apoptosis even at lower concentrations in the primary prostate tumor cells, which was confirmed by PARP1 cleavage. SLs had only minimal effect on the patient-matched primary normal prostate cells. We found that SLs induce the expression of several pro-apoptotic genes and inhibit the expression of several survival factors including the stemness marker, ALDH1, which is critical for viability and self-renewal of stem cells. These data support our previous finding that SLs inhibit self-renewal and are highly potent towards stem-like enriched cells [3]. We also noted the transient inhibition of ERK1/2 and a more durable inhibition of AKT in response to SLs. Inhibition of the PI3-K/AKT pathway has been shown to play an important role in the cytotoxic effects of another plant hormone, Methyl Jasmonate [39].

The activation of stress signaling is likely to be an important contributing factor to SLs’ induced cell cycle arrest and apoptosis. Array analysis revealed induction of multiple heat shock proteins and cytokines by 6 hrs following SLs exposure, which was validated by qRT-PCR. HSP6A and HSP7A, the highest inducible genes (20-158 fold induction), are members of HSP70 family that act to stabilize proteins against aggregation and misfolding. While many tumors express high levels of some HSP70 members, under extreme stress conditions and DNA damage, the induction of HSP expression, especially HSP6A contributes to cell cycle arrest and apoptosis [40]. Interestingly, a protein network constructed from the top up-regulated genes in response to SLs clearly indicate the activation of stress related network with p38 as the main focal point, further supporting our biochemical observations. In addition, the expression of stress-induced transcription factor, FOXO4, which is often phosphorylated and activated by JNK [41] is up regulated in response to SLs. Furthermore, we show that p38 MAPK and JNK1/2 were activated as early as 4 hrs following SL exposure. The functions of JNK and p38 MAPK in cancer cells are complex; P38 MAPK and JNK1/2 play a crucial role in cellular stress responses, signaling for cell cycle arrest [42] and apoptosis [17, 43], yet, in some cases p38 MAPK and JNK enzymes are associated with cell survival, aggressive cancer phenotypes including invasiveness. Interestingly, pharmacological inhibition of p38 MAPK only partially alleviated the inhibitory effects of SLs treatment, while pharmacological inhibition of JNK1/2 together with SLs was toxic. Taken together, these data indicate that additional pathways may be involved in mediating SLs growth inhibitory effects, and the precise mechanisms remain to be determined.

The innovative technology of conditionally reprogramed cells (CRCs) is an attractive system for drug discovery in the era of “targeted therapy” and “personalized medicine”.

This system of long term cultures of matched normal and cancer cells that originated from biopsies of the same patient was recently described [28, 29, 37] and enables evaluation of the therapeutic index of new compounds including toxicity and efficacy for individual patients.

Here we used matched cultures of normal and tumor prostate cells obtained from a patient diagnosed with gleasons grade 7 prostate cancer. We show enhanced sensitivity of tumor cells to the two most potent SLs: MEB55 and ST362 over normal cells, supporting the selectivity of these SLs seen in cancer cell lines. Taken together, our data suggest that SLs may be promising candidates as broad-spectrum anti-cancer agents eliciting cell cycle arrest and apoptosis via modulation of stress signaling and abrogation of cell survival pathways. Further studies are warranted to determine whether the current findings can be applicable to other cases of advanced prostate cancer.

## Methods

### Cell culture

Cells were grown at 37 °C in a humidified 5% CO_2_-95% air atmosphere. All tissue culture media and serum were purchased from Gibco (Invitrogen), unless otherwise indicated. LNCaP, DU145, PC3, A549 were maintained in RPMI supplemented with 10% FCS and HCT116, SW480, HT-29, U2OS (ATCC, Manassas) were maintained in DMEM supplemented with 10% FCS (Atlanta Biologicals).

### Conditionally reprogramed cells

Human radical prostatectomy samples were collected under the auspices and approval of the Massachusetts General Hospital Institutional Review Boards. Following detailed pathological analyses that documented that the tissue sections collected were nearly exclusively comprised of either tumor or normal cells, the specimens were processed and established using the CRC method as previously described [28, 29, 37]. The CRC cultures were maintained as described on irradiated 3T3 J2 murine fibroblasts in DMEM/F12-medium (Invitrogen) containing 10 mM Y-27632 (Enzo Life Sciences) and were passaged every 3–4 days due to rapid proliferation induced by the ROCK inhibitor. After removal of the feeder cells, confluent human prostate cells (HPCs) were detached by trypsin treatment and passaged 1:10 (4.2 × 10^5^ HPCs per 75-cm^2^ tissue culture flask) for 3 days or 1:20 (2.1 × 10^5^ HPCs per 75-cm^2^ flask) for 4 days onto freshly irradiated feeders.

### Strigolactone treatments and Reagents

Hormones were solubilized in Acetone (Sigma) at stock concentrations of 5000.0 ppm. Cells were treated at the indicated doses by diluting the hormone to the required highest concentration in the appropriate culture medium. Serial dilutions were performed for subsequent lower concentrations and final vehicle concentrations equalized. N-Acetyl-L-leucyl-L-leucyl-L-norleucinal (ALLN) was purchased from Sigma. SB203580 and SP600125 were purchased from Cell Signaling Technology (Danvers, MA). All inhibitors were solubilized in DMSO according to the manufacturer’s instructions.

### XTT Viability Assay

Cells were seeded into a 96 well plates at 1500 cells per well in triplicates in normal growing media. The following day media was replaced with phenol-free DMEM supplemented with 10% charcoal stripped serum and the indicated final concentrations of Strigolactone analogue or vehicle (acetone) alone. Cells were incubated for 3 days, at which time XTT (2, 3,-bis(2-methoxy-4-nitro-5-sulfophenyl)-5-[(phenylamino)-carbonyl]-2H-tetrazolium inner salt) reduction was used to quantify viability according to manufacturer’s instruction (ATCC). Cells were incubated with XTT reagent for 2-3 hrs at 37 °C in a humidified 5% CO_2_-95% air atmosphere. Absorbance was recorded by a photometer SPEKTRAFluor Plus, Tecan (Salzburg, Austria) at 450 nm with 750 nm of reference wavelength. Cell survival was estimated from the equation: % cell survival = 100 × (*A*t-*A*c), where *A*t and *A*c are the absorbencies (450nm) of the XTT colorimetric reaction (ATCC) in treated and control cultures respectively minus non-specific absorption measured at 750nm. Absorbance of medium alone was also deducted from specific readings.

### Cell Cycle Analysis and phosphoHistone-H3 staining

Cells were seeded at densities of 2 × 10^5^ cells (SW480, HT-29) or 5 x 10^5^ cells (HCT116) per well in 10% DMEM in 6-well plate culture dishes. The following day, the media was replaced with phenol-free DMEM supplemented with 10% charcoal-stripped FBS with the indicated concentrations of SL or vehicle alone (acetone). After 48 hrs, cells were washed twice with 1 x PBS (pH 7.4), centrifuged at 360g for 10 min at 4°C, and fixed in chilled ethanol (70%; v/v in PBS) with gentle vortex mixing. To determine their DNA contents, the cells were stained with 40 μg/ml propidium iodide (PI) and analyzed using a FACSCalibur flow cytometer and CellQuest analysis software (Becton Dickinson, San Jose, CA). Where phosphoHistone-H3 staining was carried out, cells were incubated with polyclonal antibody against phospho-Histone H3 and then with secondary Goat anti-rabbit IgG- conjugated to FITC prior to PI staining.

### Annexin V staining

Cells were cultured for 48 hrs under the same conditions as those used for the DNA content/cell cycle analysis. All the cells were collected and resuspended in 100 μL 1 X Annexin V Binding Buffer (BD Biosciences, San Jose, CA, USA). 2 μL FITC-Annexin V (BD Biosciences) was added and incubated for 10 mins in the dark (room temperature). Cells were then stained with PI (Sigma, Saint Louis, Missouri, USA) to a final concentration of 40 μg/mL and the cells were incubated at room temperature for 15 min in the dark. Then, 400 μL of Annexin V binding buffer were added and flow cytometry was performed using a BD FACSCalibur flow cytometer. Cells were considered to be apoptotic if they were Annexin V+/PI- (early apoptotic) and Annexin V+/PI+ (late apoptotic). Each analysis was performed using at least 20,000 events.

### Immunoblotting analysis

Whole cell lysates were prepared using a lysis buffer containing: 50 mM Tris-HCl (pH 7.5), 0.5% NP-40, 0.1% SDS, 0.25% sodium deoxycholate, 125 mM NaCl, 1 mM EDTA, 50 mM NaF, 1 mM sodium orthovanadate, 2.5 mM sodium pyrophosphate, 1 mM sodium β-glycerophosphate, 1 mM PMSF, and a protease inhibitor cocktail (Roche Molecular Biochemicals) and cleared by centrifugation. Protein concentration was determined using the BCA Protein Assay (Pierce), and 20–50 μg of lysate were separated in a 4–12% SDS-PAGE gel. After transfer, membranes were blocked for 30 min at room temperature in 5% BSA (Sigma) in Tris-buffered saline containing 0.1% Tween-20. Primary antibody was incubated for either 1.5 hrs at room temperature or overnight at 4°C. Secondary antibody was incubated for 30 min at room temperature, and proteins were visualized with West Pico Stable (ThermoScientific). All antibodies were used at 1:1000 dilution unless otherwise stated. pT308AKT, AKT, pT180/Y182 P38 MAPK, P38 MAPK, pERK1/2, ERK1. pS82HSP27, pT183/Y185 JNK1/2, JNK1, pT14 Cdk1, Cdk1, α-tubulin (1:20,000, Sigma-Aldrich), Cyclin B1 (Santa Cruz Biotechnologies) and horseradish peroxidase-conjugated anti-rabbit IgG and anti-mouse IgG (1:5,000, Jackson Immunoresearch). Densitometric quantifications of the immunoblots were carried out using ImageJ software (NIMH).

### Colony Survival Assay

U2OS cells were either pre-treated with 50 μM SB203580 for 2 hrs or treated with different doses of MEB55 for 6 hrs. Cells were then trypsinized and re-seeded in triplicates in limited dilutions of 2x10^3^ cells/well in 6 well plates. Cells were allowed to form colonies for 14 days during which SB203580 was replenished every other day. Cells were fixed and stained with crystal violet and 70% EtOH. Colonies of 50 cells or more were counted.

### Statistical Analysis

Results are presented as mean ± SD of replicate analyses and are either representative of, or inclusive of at least two independent experiments. Statistical comparisons between two experimental groups were performed using student’s t-test (2-tailed, paired) whilst multiple group comparisons were performed using analysis of variance (ANOVA). Data regarded as being significant when *P* < 0.05 (*). Higher power is significance (p<0.01**, p<0.001***) are also employed and indicated in each figure legend. IC_50_ doses for SLs were calculated by interpolation of the sigmoidal dose response curves (Graphpad Prism 6.0 software).

### Gene expression analysis

Total RNA was prepared from cells treated with either ST362 or MEB55 (5ppm) for either 6 hrs or 24 hrs using Trizol (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol. RNA purity was assessed by an A_260_/A_280_ ratio of ≥1.9, and by the integrity of 18S and 28S rRNA using an Agilent microfluidic chip. Array analysis was carried out on cDNA prepared from equal amounts of RNA (5μg) prepared from duplicate sample sets. Labeled cRNA was denatured and fragmented at 94°C for 35min and then hybridized overnight to an Illumina human GeneChip representing approximately 14,000 annotated human genes. Expression microarray image was initially processed by Illuminia® GenomeStudio®, which outputs the pre-processed data. The pre-processed sample intensities then were imported into Partek® Genomics Suite™ for the differential analysis test. Two-way ANOVA model was utilized, and the two factors are Time (6-hrs, 24-hrs) and Drug Treatment (MEB55, ST362). Four contrasts of the “Drug Treatment – Time” interaction was tested, they are “MEB55-6hour vs. Control-6hour”, “MEB55-24 hrs vs. Control-24 hrs”, “ST362-6hour vs. Control-6hour”, “ST362-24hour vs. Control-24hour’. The combination of the raw p-value < 0.05 and absolute Fold change > 2 was set as the cutoff to select the significantly expressed genes in each of above contrasts. The Benjamini Hochberg multiple testing correction was utilized to calculate the False Discovery Rate (FDR) as a reference. Gene lists were refined by eliminating genes with signal intensities <100 (log2=6.64) in both comparison groups.

### Quantitative Real-Time Polymerase Chain Reaction (qRT-PCR)

Total RNA was extracted using Trizol (Invitrogen, Carlsbad, CA, USA) using the manufacturer’s protocol. 1μg RNA was reverse-transcribed in a total volume of 20 μl using the High Capacity cDNA kit (Invitrogen). Primers were designed using PrimerQuest software (Integrated DNA Technologies). PCR was performed in triplicate using an ABI-Prism 7900 instrument (Invitrogen, Foster City, CA) and SYBR Green (Invitrogen, Foster City, CA) according to the manufacturer’s protocol. The expression of each target gene was normalized to the expression of GAPDH mRNA and is presented as the ratio of the target gene to GAPDH RNA, expressed as 2-ΔCt, where Ct is the threshold cycle and ΔCt = Ct Target - Ct GAPDH. Experiments were repeated three times.

## SUPPLEMENTARY FIGURE AND TABLE

## References

[1] Gomez-Roldan V, Fermas S, Brewer PB, Puech-Pages V, Dun EA, Pillot JP, Letisse F, Matusova R, Danoun S, Portais JC, Bouwmeester H, Becard G, Beveridge CA, Rameau C, Rochange SF (2008). Strigolactone inhibition of shoot branching. Nature.

[2] Umehara M, Hanada A, Yoshida S, Akiyama K, Arite T, Takeda-Kamiya N, Magome H, Kamiya Y, Shirasu K, Yoneyama K, Kyozuka J, Yamaguchi S (2008). Inhibition of shoot branching by new terpenoid plant hormones. Nature.

[3] Pollock CB, Koltai H, Kapulnik Y, Prandi C, Yarden RI (2012). Strigolactones: a novel class of phytohormones that inhibit the growth and survival of breast cancer cells and breast cancer stem-like enriched mammosphere cells. Breast cancer research and treatment.

[4] Newman DJ, Cragg GM (2004). Advanced preclinical and clinical trials of natural products and related compounds from marine sources. Current medicinal chemistry.

[5] Skoog F, Strong FM, Miller CO (1965). Cytokinins. Science.

[6] Ishii Y, Sakai S, Honma Y (2003). Cytokinin-induced differentiation of human myeloid leukemia HL-60 cells is associated with the formation of nucleotides, but not with incorporation into DNA or RNA. Biochimica et biophysica acta.

[7] Cohen S, Flescher E (2009). Methyl jasmonate: a plant stress hormone as an anti-cancer drug. Phytochemistry.

[8] Goldin N, Arzoine L, Heyfets A, Israelson A, Zaslavsky Z, Bravman T, Bronner V, Notcovich A, Shoshan-Barmatz V, Flescher E (2008). Methyl jasmonate binds to and detaches mitochondria-bound hexokinase. Oncogene.

[9] Clouse SD, Sasse JM (1998). BRASSINOSTEROIDS: Essential Regulators of Plant Growth and Development. Annual review of plant physiology and plant molecular biology.

[10] Steigerova J, Oklestkova J, Levkova M, Rarova L, Kolar Z, Strnad M (2010). Brassinosteroids cause cell cycle arrest and apoptosis of human breast cancer cells. Chemico-biological interactions.

[11] Wagner EF, Nebreda AR (2009). Signal integration by JNK and p38 MAPK pathways in cancer development. Nature reviews Cancer.

[12] Chung KS, Han G, Kim BK, Kim HM, Yang JS, Ahn J, Lee K, Song KB, Won M (2013). A novel antitumor piperazine alkyl compound causes apoptosis by inducing RhoB expression via ROS-mediated c-Abl/p38 MAPK signaling. Cancer chemotherapy and pharmacology.

[13] Greenman C, Stephens P, Smith R, Dalgliesh GL, Hunter C, Bignell G, Davies H, Teague J, Butler A, Stevens C, Edkins S, O'Meara S, Vastrik I, Schmidt EE, Avis T, Barthorpe S (2007). Patterns of somatic mutation in human cancer genomes. Nature.

[14] Hui L, Bakiri L, Stepniak E, Wagner EF (2007). p38alpha: a suppressor of cell proliferation and tumorigenesis. Cell Cycle.

[15] Hui L, Bakiri L, Mairhorfer A, Schweifer N, Haslinger C, Kenner L, Komnenovic V, Scheuch H, Beug H, Wagner EF (2007). p38alpha suppresses normal and cancer cell proliferation by antagonizing the JNK-c-Jun pathway. Nature genetics.

[16] Ventura JJ, Tenbaum S, Perdiguero E, Huth M, Guerra C, Barbacid M, Pasparakis M, Nebreda AR (2007). p38 alpha MAP kinase is essential in lung stem and progenitor cell proliferation and differentiation. Nature genetics.

[17] Iyoda K, Sasaki Y, Horimoto M, Toyama T, Yakushijin T, Sakakibara M, Takehara T, Fujimoto J, Hori M, Wands JR, Hayashi N (2003). Involvement of the p38 mitogen-activated protein kinase cascade in hepatocellular carcinoma. Cancer.

[18] Sosa MS, Avivar-Valderas A, Bragado P, Wen HC, Aguirre-Ghiso JA (2011). ERK1/2 and p38alpha/beta signaling in tumor cell quiescence: opportunities to control dormant residual disease. Clinical cancer research : an official journal of the American Association for Cancer Research.

[19] Zhang Y, Guo Z, Du T, Chen J, Wang W, Xu K, Lin T, Huang H (2013). Prostate specific membrane antigen (PSMA): a novel modulator of p38 for proliferation, migration, and survival in prostate cancer cells. The Prostate.

[20] Milone MR, Pucci B, Bruzzese F, Carbone C, Piro G, Costantini S, Capone F, Leone A, Di Gennaro E, Caraglia M, Budillon A (2013). Acquired resistance to zoledronic acid and the parallel acquisition of an aggressive phenotype are mediated by p38-MAP kinase activation in prostate cancer cells. Cell Death Dis.

[21] Greenberg AK, Basu S, Hu J, Yie TA, Tchou-Wong KM, Rom WN, Lee TC (2002). Selective p38 activation in human non-small cell lung cancer. American journal of respiratory cell and molecular biology.

[22] Milone MR, Pucci B, Bruzzese F, Carbone C, Piro G, Costantini S, Capone F, Leone A, Di Gennaro E, Caraglia M, Budillon A (2013). Acquired resistance to zoledronic acid and the parallel acquisition of an aggressive phenotype are mediated by p38-MAP kinase activation in prostate cancer cells. Cell Death Dis.

[23] Konishi N, Shimada K, Nakamura M, Ishida E, Ota I, Tanaka N, Fujimoto K (2008). Function of JunB in transient amplifying cell senescence and progression of human prostate cancer. Clinical cancer research : an official journal of the American Association for Cancer Research.

[24] Vivanco I, Palaskas N, Tran C, Finn SP, Getz G, Kennedy NJ, Jiao J, Rose J, Xie W, Loda M, Golub T, Mellinghoff IK, Davis RJ, Wu H, Sawyers CL (2007). Identification of the JNK signaling pathway as a functional target of the tumor suppressor PTEN. Cancer cell.

[25] Garrido C, Gurbuxani S, Ravagnan L, Kroemer G (2001). Heat shock proteins: endogenous modulators of apoptotic cell death. Biochemical and biophysical research communications.

[26] Kim JH, Choi JS, Lee BH (2012). PI3K/Akt and MAPK pathways evoke activation of FoxO transcription factor to undergo neuronal apoptosis in brain of the silkworm Bombyx mori (Lepidoptera: Bombycidae). Cell Mol Biol (Noisy-le-grand).

[27] Solimini NL, Luo J, Elledge SJ (2007). Non-oncogene addiction and the stress phenotype of cancer cells. Cell.

[28] Liu X, Ory V, Chapman S, Yuan H, Albanese C, Kallakury B, Timofeeva OA, Nealon C, Dakic A, Simic V, Haddad BR, Rhim JS, Dritschilo A, Riegel A, McBride A, Schlegel R (2012). ROCK inhibitor and feeder cells induce the conditional reprogramming of epithelial cells. The American journal of pathology.

[29] Yuan H, Myers S, Wang J, Zhou D, Woo JA, Kallakury B, Ju A, Bazylewicz M, Carter YM, Albanese C, Grant N, Shad A, Dritschilo A, Liu X, Schlegel R (2012). Use of reprogrammed cells to identify therapy for respiratory papillomatosis. The New England journal of medicine.

[30] Wei Y, Mizzen CA, Cook RG, Gorovsky MA, Allis CD (1998). Phosphorylation of histone H3 at serine 10 is correlated with chromosome condensation during mitosis and meiosis in Tetrahymena. Proceedings of the National Academy of Sciences of the United States of America.

[31] Acquaviva C, Pines J (2006). The anaphase-promoting complex/cyclosome: APC/C. J Cell Sci.

[32] Barone MV, Crozat A, Tabaee A, Philipson L, Ron D (1994). CHOP (GADD153) and its oncogenic variant, TLS-CHOP, have opposing effects on the induction of G1/S arrest. Genes & development.

[33] Fornace AJ, Nebert DW, Hollander MC, Luethy JD, Papathanasiou M, Fargnoli J, Holbrook NJ (1989). Mammalian genes coordinately regulated by growth arrest signals and DNA-damaging agents. Molecular and cellular biology.

[34] Zimmermann M, Arachchige-Don AS, Donaldson MS, Dallapiazza RF, Cowan CE, Horne MC (2012). Elevated cyclin G2 expression intersects with DNA damage checkpoint signaling and is required for a potent G2/M checkpoint arrest response to doxorubicin. The Journal of biological chemistry.

[35] Kang YH, Ji NY, Lee CI, Lee HG, Kim JW, Yeom YI, Kim DG, Yoon SK, Kim JW, Park PJ, Song EY (2011). ESM-1 silencing decreased cell survival, migration, and invasion and modulated cell cycle progression in hepatocellular carcinoma. Amino acids.

[36] Vaziri H, Chapman KB, Guigova A, Teichroeb J, Lacher MD, Sternberg H, Singec I, Briggs L, Wheeler J, Sampathkumar J, Gonzalez R, Larocca D, Murai J, Snyder E, Andrews WH, Funk WD (2010). Spontaneous reversal of the developmental aging of normal human cells following transcriptional reprogramming. Regenerative medicine.

[37] Suprynowicz FA, Upadhyay G, Krawczyk E, Kramer SC, Hebert JD, Liu X, Yuan H, Cheluvaraju C, Clapp PW, Boucher RC, Kamonjoh CM, Randell SH, Schlegel R (2012). Conditionally reprogrammed cells represent a stem-like state of adult epithelial cells. Proceedings of the National Academy of Sciences of the United States of America.

[38] Rasmussen A, Mason MG, de Cuyper C, Brewer PB, Herold S, Agusti J, Geelen D, Greb T, Goormachtig S, Beeckman T, Beveridge CA (2012). Strigolactones suppress adventitious rooting in Arabidopsis and pea. Plant physiology.

[39] Elia U, Flescher E (2008). PI3K/Akt pathway activation attenuates the cytotoxic effect of methyl jasmonate toward sarcoma cells. Neoplasia.

[40] Murphy ME (2013). The HSP70 family and cancer. Carcinogenesis.

[41] Essers MA, Weijzen S, de Vries-Smits AM, Saarloos I, de Ruiter ND, Bos JL, Burgering BM (2004). FOXO transcription factor activation by oxidative stress mediated by the small GTPase Ral and JNK. The EMBO journal.

[42] Correze C, Blondeau JP, Pomerance M (2005). p38 mitogen-activated protein kinase contributes to cell cycle regulation by cAMP in FRTL-5 thyroid cells. European journal of endocrinology / European Federation of Endocrine Societies.

[43] Chang HL, Wu YC, Su JH, Yeh YT, Yuan SS (2008). Protoapigenone, a novel flavonoid, induces apoptosis in human prostate cancer cells through activation of p38 mitogen-activated protein kinase and c-Jun NH2-terminal kinase 1/2. The Journal of pharmacology and experimental therapeutics.

How the deposited data were processed for this re-analysis (not part of the article)

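RNA of U2OS cells was measured on 12 Illumina HumanHT-12 bead arrays, 1 array per sample, labelled as 2 replicates each of vehicle, ST362 and MEB55 for 6 h and 24 h. The conditions were taken from the sample labels. The methods state that the authors processed the images in GenomeStudio (version not given), tested expression in Partek with a model of time and drug treatment and 4 contrasts, used an unadjusted p under 0.05 and more than 2-fold as cutoff, and left out genes with a signal under 100 in both groups. The authors also computed the Benjamini-Hochberg false discovery rate as a reference. The intensity values, as deposited by the authors, are mean bead signals per probe from GenomeStudio, with no background subtraction and no normalization. The detection p-values, as deposited and per the file headers, were computed by GenomeStudio for each probe against the negative control probes of its array. The authors' series values are intensities on a linear scale that equal the same signals after quantile normalization (largest relative gap 0.122%), by a tool not stated.

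The signals of 47313 probes were background-corrected, quantile normalized and put on a log2 scale with neqc of limma 3.58.1 in R 4.3.3, from the detection p-values and with an offset of 16. Genes came from the probe table of the series: 30109 probes carry 1 symbol, 8 carry several, and 17204 carry none. The 22186 probes detected at p under 0.05 on both arrays of at least 1 group were tested, 5729 of them without a symbol, and each of the 12290 genes was read from its brightest tested probe. Detection limits the depth: 42.7% to 47.4% of the probes of an array were detected, and the median residual SD was 0.230 on the log2 scale in the fit of 6 groups (6 residual degrees of freedom) and 0.221 in the fit of treatment only (9).

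The labelled comparisons were ST362 and MEB55 against vehicle at 6 h and at 24 h, MEB55 against ST362 at each time, the change of each effect with time, and vehicle 24 h against 6 h, in 1 limma fit with moderated variances and Benjamini-Hochberg adjustment over the tested probes. The 31 gene lists, 3 of them chosen by the study on these samples, were tested with limma's camera at a preset correlation of 0.01 and with an estimated correlation, and set against 10000 random lists matched on expression in 20 bins. Other lists also hold genes that the study names from these samples, among them KIF20A (G2 and mitosis), GDF15 (integrated stress response) and SLC7A11 (NRF2). Such lists are not fully independent of the study's choice. The fit of treatment only and the values of single arrays against the 4 vehicle arrays were added after the data were seen. Genes are named by a rule set before: every gene the paper names for the arrays, whose values there had been seen; in each comparison up to 10 genes per direction with the largest change among those past the test whose arrays do not overlap, leaving out probes with no symbol and provisional symbols (LOC, HS., FLJ); and up to 4 members per list with the smallest adjusted p. Since the labelled comparisons called 0 genes, the rule for the largest changes was applied to the comparisons over both times after the data were seen, and some of these genes and of the list members were left out for length. CXCL8, TAGLN3 and CCL2 are named as a count of 3.

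The fit was tested on simulated data with 200 of 22186 probes changed: with 2 arrays per group it recovered 12.5% of changes of log2 1 and 94% of log2 2, with 1 and 14 false calls, and with 4 arrays 77% and 99%, with 3 and 15. The simulated noise was independent between probes, and the changed probes were drawn at random. The recovered shares therefore leave out structure that probes share on an array. They do not apply to genes whose replicate arrays differ widely, such as HSPA6. The correlation of the effects of both analogues, and the overlap of their calls, were compared with 100 simulations in which only the vehicle arrays are shared. Their noise was independent between probes as well. Alternatives covered background correction, the offset (50), normalization (75th percentile, cyclic loess, the authors' series values), the probe filter, variance models, array weights, a replicate block, the arrays in the fit, the probes of a gene, the paper's cutoff and leaving out each of the 12 arrays. A block for the slide was not run, since the slides are not given. BIRC3 and AHSA1 have no probe under that symbol in the table and are not analysed here, and the qRT-PCR and protein measurements are not used here.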

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

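The 3 explanations of the first pattern were written after the result was seen; the 3 counts of splits were set before, on a fit chosen after. Arrays with the same analogue and time label differ, as heat shock genes are high on 1 of the 2 and the SNORD3 RNAs on the other. If time labels had been exchanged within a treatment, the paper's Table 2 would lie nearer to other choices of 6 h arrays: the labelled choice ranks 139 among all choices of 2 arrays per treatment (6 for each of 3 treatments, combined freely) by mean log2 gap to 53 values (1.10, median of all choices 1.03), and 141, 140 and 138 on the authors' values less 0, 60 and 70, so this explanation may hold. The nearest choice, picked from these values, holds 3 of the arrays labelled 6 h and has a mean gap of 0.0784 on the background-corrected scale. Each of the 8 analogue arrays is also closest, within its analogue, to an array with the other time label. By a 1.5-fold tolerance, set after the values were seen, 51 of the 53 values match under the nearest choice and 15 under the labels. These values argue against the labelled 6 h arrays as the grouping behind Table 2. They do not show which assignment of the arrays is right. The 2 vehicle arrays labelled 24 h are closest to each other (r = 0.991), as labelled. Those labelled 6 h are each closer to a 24 h array (0.989 and 0.988) than to each other (0.986). A difference between 2 experiments was not tested. An array of each pair without effective treatment is unlikely, since every analogue array holds at least 57 genes changed 2-fold beyond all vehicle arrays, against at most 10 on a vehicle array. Low signal on 1 array of each pair is unlikely as well, since 1 analogue array, MEB55 24 h replicate 1, lies below the vehicle range of detected probes (42.7% against 43.3% to 47.4%).

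The genes called over both times were set against other splits of the same 8 arrays into 4 and 4. For ST362, 1 of 35 splits, the labelled one, called as many genes (94; highest other 0), and for MEB55 also 1 of 35 (69; highest other 0), so a grouping by chance is unlikely for either.

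Between MEB55 and ST362, 2 of 35 splits called as many genes as the labels (3), so this count does not exclude a grouping by chance. The other split, of ST362 6 h replicate 1, MEB55 6 h replicate 1, ST362 24 h replicate 2 and MEB55 24 h replicate 2 against the rest, called 1173, which is structure among the samples and no measure of chance, and the next highest called 0. The 3 genes differ between the analogues by a test of the difference: CXCL8 2.59, TAGLN3 1.18 and CCL2 -1.36 (log2, MEB55 minus ST362). The CXCL8 call was lost without ST362 6 h replicate 2, MEB55 6 h replicate 2, ST362 24 h replicate 1, ST362 24 h replicate 2 or MEB55 24 h replicate 1 (adjusted p = 0.0622 to 0.13), the TAGLN3 call was lost without ST362 6 h replicate 2, MEB55 6 h replicate 2, ST362 24 h replicate 1, ST362 24 h replicate 2 or MEB55 24 h replicate 1 (adjusted p = 0.0622 to 0.123) and the CCL2 call was kept without vehicle 6 h replicate 1, vehicle 6 h replicate 2, vehicle 24 h replicate 2 or MEB55 24 h replicate 2 and lost without any other array (adjusted p = 0.0569 to 0.152) in limma. Their fold changes stayed at 2.39 to 2.81, 1.07 to 1.27 and -1.46 to -1.28 without 1 array, and with a replicate block within each time, chosen afterwards, the calls were kept (adjusted p = 0.00649, 0.00973 and 0.00891; counts 16 and 30, for which no splits were counted).

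Single arrays far from the others of their treatment were ST362 24 h replicate 1 in the 75th percentile of its signal (125.4), MEB55 6 h replicate 2 in ABTB1 (log2 level 5.55) and MEB55 24 h replicate 1 in KIF11 (7.71). Of 129 groups of gene values 2 met this criterion, where chance alone gives 6.45, about 1 in 20 groups, and 11 groups of array measures were tested too.

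Genes that the paper does not discuss also passed limma's test over both times, outside the range of the vehicle arrays. With ST362 the log2 fold changes were ZNF114 3.09, GABARAPL1 1.99, ABTB1 1.54, FBXO32 1.52, DLGAP1-AS1 1.49, TRIML2 1.45, FAM24B 1.40, LY96 1.35 and YPEL3 1.25 for genes that rose, and LFNG -1.39, TRIM6 -1.30, TENT5B -1.16, GTSE1 -1.10, CENPA -1.09, DEPDC1 -1.08 and PIF1 -1.07 for genes that fell, though FAM24B, PIF1, FBXO32 and ZNF114 passed on 1 of 2 probes (the other at 0.05, 0.10, 0.69 and 1.96; adjusted p = 0.912, 0.816, 0.0846 and 0.0611). With MEB55 they were CXCL8 3.06, IL1A 2.28, MMP10 1.90, CRYAB 1.67, TAGLN3 1.60, MMP1 1.59 and TMEM154 1.58 for genes that rose, and TGFB2 -1.80, CAVIN2 -1.65, TNS3 -1.51, LYPD1 -1.49, TRIM6 -1.43, EDN2 -1.28, PLCXD1 -1.20, IRS1 -1.15 and TENT5B -1.11 for genes that fell, LYPD1 on 1 of 2 probes (the other at -0.57, adjusted p = 0.319). With MEB55 the calls of CXCL8, IL1A, TAGLN3, MMP1, TRIM6 and TENT5B held in all 12 fits that leave out 1 array. The others were lost without at least 1 array: every call with ST362 without vehicle 6 h replicate 2, ST362 6 h replicate 2, vehicle 24 h replicate 2 or ST362 24 h replicate 1, and with MEB55 those of MMP10, CRYAB, TMEM154, TGFB2, CAVIN2, TNS3, LYPD1, EDN2, PLCXD1 and IRS1 without vehicle 6 h replicate 2, and some of these also without further arrays. Only the 10 largest changes per direction were drawn on, so a gene given for 1 analogue can pass with the other. TRIML2 (1.45, adjusted p = 0.0444) and LY96 (1.25, adjusted p = 0.0474) also passed limma with MEB55. PLCXD1 (-1.03, adjusted p = 0.0369) also passed with ST362. The calls of TRIML2 and LY96 with MEB55 were not followed with 1 array left out.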

How the results depend on the processing

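The values over both times rest on a fit chosen after the data were seen; the settings below, apart from the exceptions named, were chosen before. Of the values of named genes under alternatives, 2214 kept direction and side of the threshold, 187 were past the test and no longer were, and 80 passed newly; with 1 array left out these numbers were 1679, 273 and 23, and 5 changed sign. Where no value shows it, the cause was not tested.

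Counts over both times (ST362 higher and lower, then MEB55) were 45, 49, 37 and 32. With no background correction MEB55 gave 21 and 16, with offset 50 29 genes were higher with ST362 and 24 with MEB55, and with the authors' series values MEB55 gave 22 and 19. With 75th percentile scaling 79 were lower with ST362, and 2 higher with MEB55 at 24 h. With array weights ST362 gave 97 and 96. With no detection filter ST362 gave 0 and 0, MEB55 11 and 12, and MEB55 against ST362 0 and 0. The methods' model of drug treatment and time without moderation gave 0 and 0 for ST362, 1 and 0 for MEB55, and 0 and 0 between the analogues. With only the 4 arrays compared, 1 gene was higher with ST362 at 24 h and 6 changed between the vehicle times.

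At the paper's cutoff (higher and lower) limma gave 81 and 32 for ST362 and 63 and 42 for MEB55 at 6 h, 64 and 45 and 49 and 50 at 24 h, 16 and 19 between the analogues at 6 h and 15 and 20 at 24 h. The effect changed with time for 34 genes with ST362 and 8 with MEB55, vehicle differed between times for 22, and 70 changes were shared. Over both times 23 were lower with ST362, 70 higher with MEB55, and 16 and 26 differed between the analogues. The unmoderated model at the same cutoff gave 39 and 21, 37 and 20 at 6 h, 39 and 36, 30 and 30 at 24 h, and 3 and 8, 7 and 5 between the analogues. It gave 16 and 2 for the change with time, 7 for vehicle, 31 shared, 23 lower with ST362 over both times, and 14 and 22 between the analogues.

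Leaving out 1 array leaves fewer arrays, and the lone array of a group is assumed to vary like the others. Over both times ST362 then ranged from 0 to 94 higher and 0 to 77 lower, MEB55 from 7 to 30 and 5 to 24, and MEB55 against ST362 from 0 to 2 and 0 to 1. With MEB55 at 6 h 0 to 2 genes were higher, and 0 to 2 against ST362 at 6 h. The sign changed for E2F1 with ST362 (-0.18 to 0.0308), and with MEB55 for FOXD1 (-0.45 to 0.14), CCN2 (-0.81 to 0.17) and CCN1 (-0.79 to 0.16).

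Lists are given as comparisons passed of 4. The estimated correlation takes in joint differences between arrays of 1 label, so a pass lost under it does not show that a list is unchanged. With an estimated correlation 1 remained for the integrated stress response, AP-1 genes and the YAP and TGF-beta targets, and 0 for heat shock, the unfolded protein response, NRF2, p53, G2 and mitosis, S phase, pro-apoptosis, ERK output, NF-kappaB, FOXO, cholesterol synthesis, hypoxia, autophagy, ribosome biogenesis, small non-coding RNAs, metallothioneins and the 3 lists of the study. With no background correction pro-apoptosis passed in 2, hypoxia in 1 and ribosomal proteins in 1. With 75th percentile scaling NF-kappaB passed in 0, cholesterol synthesis in 1, the proteasome in 1, ribosomal proteins in 2 and interferon genes in 1. With the replicate block hypoxia passed in 1. With 1 array left out the ranges were 1 to 3 for the unfolded protein response, 0 to 2 for histones, 2 to 4 for ERK output, 0 to 2 for the extracellular matrix, 0 to 4 for cholesterol synthesis, 1 to 3 for hypoxia, 0 to 1 for the proteasome, 0 to 2 for NF-kappaB, 1 to 3 for ribosome biogenesis, 0 to 2 for pro-apoptosis, 1 to 3 for metallothioneins and 0 to 2 for small non-coding RNAs.

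The replicate block gave 40 and 36 for ST362 and 28 and 26 for MEB55 over both times. Replicate differences correlated at 0.49 between ST362 and MEB55 at 6 h, 0.48 between them at 24 h and 0.37 between the vehicle times; those of ST362 and MEB55 correlated with vehicle at 0.08 and -0.14 at 6 h and -0.17 and -0.06 at 24 h, and across times at -0.37 within ST362 and -0.39 within MEB55. A block within each time for the analogue arrays alone, added after the data were seen, called 0 genes between the analogues at 6 h and at 24 h, and 16 and 30 over both times, against 2 and 1 for the same arrays with no block. For the comparisons of ST362 24 h and MEB55 6 h with vehicle, a block with their replicate numbers exchanged, added after the data were seen, called 0 genes. A block for the slide was not run. Signal over background limits what can be measured: 42.7% to 47.4% of the probes of an array were detected.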

Differences from the paper's values

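The comparison of all choices of 6 h arrays was chosen after the values were seen. Fold changes of the labelled comparisons are set beside the paper's, with each alternative, of 29 set before the data were examined, under which the value does not differ by the tolerance used; under the others it does. Table 2 gives HSPA1A and HSPA1B the same value and p with MEB55, so what its HSPA1A value stands for is in doubt. A value differs when its sign does, or when it lies more than 1.5-fold from the paper's for the heat shock genes of Table 2 and, for all others, further than the SD of the difference between the replicates on the log2 scale; with 1 array left out, the SD of its group counts as 0. For ST362 at 6 h these are HSPA6 (the paper's 79.8, here 8.73; without ST362 6 h replicate 2), HSPA7 (the paper's 23.3, here 5.35; without ST362 6 h replicate 2), HSPA1B (the paper's 9.2, here 2.95; without ST362 6 h replicate 2), HSPA1A (the paper's 7.3, here 3.16; without ST362 6 h replicate 2). Further genes with ST362 are HSPB8 (the paper's 2.7, here 1.68; without vehicle 6 h replicate 2, without ST362 6 h replicate 2), HSPA1L (the paper's 2.7, here 1.65; without ST362 6 h replicate 2), GDF15 (the paper's 7.6, here 4.85; without vehicle 6 h replicate 2, without ST362 6 h replicate 2), TGFBR2 (the paper's -2, here -1.16; 75th percentile scaling, without ST362 6 h replicate 2). Further genes with ST362 are DDIT3 (the paper's 6.2, here 1.88; no alternative), CCNB1 (the paper's -2.1, here -1.72; 75th percentile scaling), SLC3A2 (the paper's 3.6, here 2.09; mean of probes per gene), SLC7A11 (the paper's 2.2, here 3.20; no background correction, offset 50, 75th percentile scaling, authors' series values, without vehicle 6 h replicate 2). Further genes with ST362 are PTGS2 (the paper's 3.4, here 1.84; no alternative), CYP24A1 (the paper's -2.6, here -2.08; no alternative), FOXO4 (the paper's 2.5, here 1.90; no alternative). For MEB55 at 6 h these are HSPA6 (the paper's 158.7, here 12.9; no alternative), HSPA7 (the paper's 55.7, here 6.64; no alternative), HSPA1B (the paper's 12.4, here 2.62; without MEB55 6 h replicate 2), HSPA1A (the paper's 12.4, here 2.11; no alternative). Further genes with MEB55 are HSPB8 (the paper's 3.6, here 1.62; without MEB55 6 h replicate 2), HSPA1L (the paper's 3.9, here 1.42; without MEB55 6 h replicate 2), TGFBR2 (the paper's -2.3, here -1.09; no alternative), DDIT3 (the paper's 14.1, here 2.89; no alternative). Further genes with MEB55 are SLC44A2 (the paper's 2.1, here 1.13; cyclic loess, without vehicle 6 h replicate 2, without MEB55 6 h replicate 2), SLC7A11 (the paper's 2.1, here 3.40; no background correction, offset 50, authors' series values, without vehicle 6 h replicate 2), PTGS2 (the paper's 6.9, here 2.53; no alternative), ATF3 (the paper's 4, here 1.29; without vehicle 6 h replicate 2). For MEB55 at 24 h these are ESM1 (the paper's 21.2, here 3.15; no alternative). For ST362 at 24 h these are ESM1 (the paper's 6.9, here 2.20; without ST362 24 h replicate 2). None of the 29 alternatives regroups the arrays across time labels, so they do not test the grouping behind the paper's values. By the tolerance used, a gene whose replicates differ widely can lie far from the paper's value and not be listed. With MEB55 at 6 h this holds for GDF15 (the paper's 19, here 5.89) and ABCB1 (the paper's 8.1, here 2.82).

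All 53 Table 2 values have the paper's direction, 31 reach 2-fold, and 5 pass the paper's cutoff in the unmoderated model. Of the 53 values, 26 of the labelled choice lie within that tolerance; with the SD for all genes 38 do, and with 1.5-fold for all 15, both chosen after the values were seen. The 26 became 10 with no background correction, 10 with the authors' series values, 14 with offset 50, 13 without vehicle 6 h replicate 1, 13 without MEB55 6 h replicate 1 and 16 without ST362 6 h replicate 1. Without these 3 arrays 46, 42 and 48 values had the paper's direction, and all 53 in every other setting. Under the choice of 6 h arrays nearest to Table 2 on all 4 signal scales (vehicle 6 h and 24 h replicate 1, ST362 and MEB55 6 h replicate 1, and ST362 and MEB55 24 h replicate 2; mean log2 gap 0.0784, the next choice 0.156), 50 of 53 do by the tolerance used (50 with the SD and 51 with 1.5-fold for all); this choice was made after seeing the values, 3 values still differ under it, and 1 of them differs only there. Fits under that choice were looked at once and are not reported, because its groups were chosen from the values. Of 100 arrangements of the time labels, the labelled one gave 0 gene calls and 80 of the others at least 1 (median 96, highest 2283). Calls were summed over the 4 comparisons with vehicle, so a gene can count more than once.

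The paper states that CCNF and CCNA2 rise with MEB55 at 6 h; their log2 fold changes here are -0.84 and -0.83. It names CCNBP1, read as CCNB1IP1, as lower at 24 h; the values here are 0.10 with ST362 and 0.22 with MEB55. It names PPRC1 among changed genes at 6 h; its values here are -0.68 with ST362 and -0.30 with MEB55, while PPP1R15A of Table 2 is at 1.07 and 1.06. It places ESM1 near the top of the genes increased at 24 h, and its gene lists were filtered by p, fold change and signal. Here, among all 12290 genes tested, ESM1 ranks 25 with MEB55 and 60 with ST362. On the single arrays labelled 24 h, set against the vehicle mean, it ranks 6 and 1087 with MEB55 and 69 and 232 with ST362 (replicates 1 and 2). The paper calls genes at an unadjusted p with a 2-fold cutoff, and gives the Benjamini-Hochberg false discovery rate the role of a reference. With the arrays grouped by their labels, 0 genes pass after adjustment in the 4 comparisons. Since Table 2 lies nearer to other choices of 6 h arrays, this count need not hold for the grouping behind the paper's values. It does not show that the genes of Table 2 fail adjustment in that grouping. In the comparisons over both times, chosen after the data were seen, limma calls SLC44A2, SLC7A11 and CYP24A1 of the Table 2 genes with ST362 and GDF15, SLC7A11 and CYP24A1 with MEB55, and not the others.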

Other observations

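The tests of lists below were set beforehand, and the values of single arrays and over both times were chosen after the result was seen. Autophagy and lysosome genes (31 measured), whose products digest cell components, were higher than other genes with both analogues at both times. Their median log2 fold changes were 0.25, 0.12, 0.35 and 0.33 (ST362 then MEB55, at 6 h and then 24 h), past limma's camera in all 4 comparisons; with an estimated correlation the adjusted p = 0.229, 0.267, 0.206 and 0.13, and they passed in 3 comparisons without vehicle 6 h replicate 1 or MEB55 6 h replicate 1. Medians on single arrays were 0.28 and 0.38 with ST362 at 6 h, 0.24 and 0.08 with MEB55 at 6 h, 0.42 and 0.23 with ST362 at 24 h, and 0.14 and 0.33 with MEB55 at 24 h (vehicle arrays -0.09 to 0.10). Members higher when adjusted over the list alone numbered 2, 3, 2 and 2, against 0 over all genes. Over both times MAP1LC3B (0.84, adjusted p = 0.0323) and CTSL (0.66, adjusted p = 0.0473) passed limma over all genes with MEB55. GABARAPL1, which helps form autophagosomes, stood above the vehicle mean by 1.64 and 1.87 with ST362 at 6 h, 1.73 and 0.70 with MEB55 at 6 h, 2.29 and 2.17 with ST362 at 24 h, and 0.95 and 1.99 with MEB55 at 24 h (vehicle SD 0.47, n = 4 arrays), and its call with ST362 over both times was lost without vehicle 6 h replicate 2, ST362 6 h replicate 2, vehicle 24 h replicate 2 or ST362 24 h replicate 1 (adjusted p = 0.0643 to 0.0753).

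Over both times limma called CXCL8 higher and CCL2 lower with MEB55 than with ST362. The calls are lost without single arrays, with fold changes of 2.39 to 2.81 and -1.46 to -1.28, and in the unmoderated model and with all probes tested. They are kept with a replicate block within each time (adjusted p = 0.00649 and 0.00891). CXCL8, a chemokine for neutrophils, stood at 1.13 and 0.28 with ST362 at 6 h, 2.72 and 3.64 with MEB55 at 6 h, 0.10 and 0.37 with ST362 at 24 h, and 3.28 and 2.58 with MEB55 at 24 h (vehicle SD 0.72), and the chemokine gene CCL2 at 1.08 and 1.30 with ST362 at 6 h, 0.01 and -0.34 with MEB55 at 6 h, 1.38 and 1.20 with ST362 at 24 h, and -0.34 and 0.19 with MEB55 at 24 h (vehicle SD 0.39). NF-kappaB targets (19 measured) had medians of 0.15, 0.17, -0.02 and 0.07 and passed in 1 comparison, MEB55 at 24 h (adjusted p = 0.512 with an estimated correlation), and in 0 comparisons without vehicle 24 h replicate 2 or MEB55 24 h replicate 1 and in 2 without MEB55 6 h replicate 1; median and test differed in sign in 1. Medians on single arrays were -0.07 and 0.31 with ST362 at 6 h, -0.18 and 0.42 with MEB55 at 6 h, 0.13 and -0.13 with ST362 at 24 h, and 0.29 and -0.19 with MEB55 at 24 h (vehicle arrays -0.08 to 0.08). Members higher over the list alone numbered 1, 2, 2 and 2.

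Hypoxia response genes (28 measured) had medians of 0.14, 0.15, 0.12 and 0.17 and passed in 2 comparisons, both at 24 h (adjusted p = 0.547 and 0.423 with an estimated correlation), and in 1 comparison without vehicle 6 h replicate 1, vehicle 6 h replicate 2, vehicle 24 h replicate 1 or ST362 24 h replicate 2 and in 3 without ST362 6 h replicate 2, MEB55 6 h replicate 2 or MEB55 24 h replicate 1. Their medians on single arrays were 0.25 and 0.08 with ST362 at 6 h, 0.28 and -0.08 with MEB55 at 6 h, 0.07 and 0.13 with ST362 at 24 h, and 0.08 and 0.23 with MEB55 at 24 h (vehicle arrays -0.05 to 0.05). Metallothioneins (4 measured), which bind metal ions, had medians of 0.06, -0.14, 0.62 and 0.33 and also passed in 2, at 24 h (adjusted p = 0.206 and 0.308 with an estimated correlation), and in 1 comparison without vehicle 24 h replicate 2 or MEB55 24 h replicate 1 and in 3 without ST362 6 h replicate 2. Members higher over the list alone numbered 1, 1, 2 and 2, and signs differed in 1. Medians on single arrays were 0.85 and 0.01 with ST362 at 6 h, 0.55 and -0.27 with MEB55 at 6 h, 0.43 and 0.55 with ST362 at 24 h, and 0.06 and 0.03 with MEB55 at 24 h (vehicle arrays -0.32 to 0.34). The proteasome (29 measured; medians 0.01, 0.06, 0.03 and 0.08) passed in 0, and in 1 comparison without ST362 6 h replicate 1. Cytosolic ribosomal proteins (49; -0.03, 0.00, 0.01 and 0.04), interferon-stimulated genes (16; 0.23, 0.01, 0.02 and 0.01) and epithelial markers (6; -0.28, -0.24, 0.03 and 0.08), which another cell line would bring in, passed in 0 (adjusted p = 0.154 to 0.683, 0.0877 to 0.855, and 0.207 to 0.682). Signs of median, mean and test differed in 1 comparison for the proteasome, 1 for ribosomal proteins and 2 for interferon genes.

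Vehicle at 24 h against 6 h gave 0 calls in limma and 259 genes at an unadjusted p under 0.05, and the effect of ST362 and of MEB55 changed with the time label for 0 genes each (232 and 120 unadjusted, where chance gives 614.5). Genes changed 2-fold beyond every vehicle array, above and below, numbered 52 and 5, and 84 and 41 with ST362 at 6 h, 86 and 18, and 45 and 28 with MEB55 at 6 h, 76 and 62, and 67 and 24 with ST362 at 24 h, and 34 and 23, and 149 and 78 with MEB55 at 24 h. Looked at once after the data were seen, all 8 analogue arrays against vehicle called 86 probes higher and 111 lower, and averages over both times in the fit of 6 groups called 0 for ST362 and 3 higher for MEB55.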
